# The Effect of Plastic-Related Compounds on Transcriptome-Wide Gene Expression on CYP2C19-Overexpressing HepG2 Cells

**DOI:** 10.3390/molecules28165952

**Published:** 2023-08-08

**Authors:** Matteo Rosellini, Alicia Schulze, Ejlal A. Omer, Nadeen T. Ali, Federico Marini, Jan-Heiner Küpper, Thomas Efferth

**Keywords:** cytotoxicity, ecotoxicity, hepatotoxicity, microplastic, RNA sequencing

## Abstract

In recent years, plastic and especially microplastic in the oceans have caused huge problems to marine flora and fauna. Recently, such particles have also been detected in blood, breast milk, and placenta, underlining their ability to enter the human body, presumably via the food chain and other yet-unknown mechanisms. In addition, plastic contains plasticizers, antioxidants, or lubricants, whose impact on human health is also under investigation. At the cellular level, the most important enzymes involved in the metabolism of xenobiotic compounds are the cytochrome P450 monooxygenases (CYPs). Despite their extensive characterization in the maintenance of cellular balance, their interactions with plastic and related products are unexplored. In this study, the possible interactions between several plastic-related compounds and one of the most important cytochromes, CYP2C19, were analyzed. By applying virtual compound screening and molecular docking to more than 1000 commercially available plastic-related compounds, we identified candidates that are likely to interact with this protein. A growth inhibition assay confirmed their cytotoxic activity on a CYP2C19-transfected hepatic cell line. Subsequently, we studied the effect of the selected compounds on the transcriptome-wide gene expression level by conducting RNA sequencing. Three candidate molecules were identified, i.e., 2,2′-methylene bis(6-tert-butyl-4-methylphenol), 1,1-bis(3,5-di-tert-butyl-2-hydroxyphenyl) ethane, and 2,2′-methylene bis(6-cyclohexyl-4-methylphenol)), which bound with a high affinity to CYP2C19 in silico. They exerted a profound cytotoxicity in vitro and interacted with several metabolic pathways, of which the ‘cholesterol biosynthesis process’ was the most affected. In addition, other affected pathways involved mitosis, DNA replication, and inflammation, suggesting an increase in hepatotoxicity. These results indicate that plastic-related compounds could damage the liver by affecting several molecular pathways.

## 1. Introduction

Despite its great importance and utility for our society, plastic poses a huge threat for the oceans [1,2,3,4], marine animals [5,6,7], and the environment [8,9]. Unfortunately, plastic remains in the life cycle for more than 100 years [10]. Through ultraviolet light, seawater, and mechanical action, it degrades to microplastic (smaller than 5 mm) or nanoplastic particles (smaller than 0.1 μm or 1 μm) [11].

Microplastic has recently been detected in human blood [12] and placenta [13], thus confirming its ability to enter our bodies. Indeed, microplastic is not only ingested by fish and other marine animals [14,15,16] but also by humans through food and water [17,18]. Once inside the body, it can cross the gastrointestinal epithelial barrier [19]. Moreover, these particles also enter organisms through respiration and can be detected in the lungs [20]. Once in the blood circulatory system, microplastic can release compounds used as additives for plastic production such as flame retardants, plasticizers, colorants, or antioxidants, which can interact with human cells [21,22].

In the years to come, the amount of plastic is expected to tremendously increase [23]. However, the fate of plastic, microplastic, nanoplastic, and related compounds is still quite elusive once they enter the human body. Some plastic-related chemical pollutants interact with estrogenic receptors [24], while others (i.e., phthalates) appear to be associated with several serious health-related concerns [21]. On the other hand, some chemical pollutants unrelated to plastic (such as aliphatic nitriles or 4-aminobiphenyl) interact with enzymes that are classically associated with drug metabolism [25]. They play an important role in absorption, distribution, metabolization, excretion, and toxicity (ADMETox) [26]. These enzymes are the cytochrome P450 monooxygenases (CYPs). CYPs are hemoproteins responsible for the metabolism of a wide range of substances [27]. Indeed, these proteins play a key role in the biotransformation of both endogenous and exogenous compounds [28]. There are 57 human *CYP* genes, of which only some are involved in the metabolism of drugs and xenobiotics while others are implicated in the metabolism of sterols, vitamins, and other endogenous substrates, or their functions are not yet fully elucidated [29]. These enzymes are expressed at high levels in the liver, specifically in the hepatocytes [30]. Among the various CYPs, CYP2C19 belongs to the most important ones. This enzyme interacts with several molecular partners, including numerous therapeutic drugs such as antiplatelet agents (i.e., clopidogrel), proton pump inhibitors (i.e., omeprazole), or antidepressants (i.e., imipramine, amitriptyline) [31], as well as endogenous compounds such as melatonin and progesterone [32].

Plastic, microplastic, nanoplastic, and their related compounds are increasingly threatening human health [33,34]. However, their possible interactions with CYPs are not yet well understood. In this context, the aim of this study was to investigate several compounds used for plastic production using HepG2 hepatocytes overexpressing CYP2C19. Through in silico screenings, we first identified compounds that could possibly interact with this enzyme from a large library of plastic-related chemicals. In a second step, the most promising candidates were tested with in vitro assays to study their possible toxicity. Finally, using RNA sequencing, we obtained a view of transcriptome-wide gene expression affected by the selected compounds on CYP2C19-overexpressing HepG2 cells. Overall, our comprehensive approach allowed us to determine whether these compounds may have hazardous potential for human health.

## 2. Results

### 2.1. PyRx Screening Analyses

Using the PyRx 0.8 software, we screened more than 1000 compounds downloaded from PubChem associated with plastic. As shown in Figure 1, 46% of the compounds had rather low binding affinities to CYP2C19 ranging between −5.0 and −6.9 kcal/mol. Almost 12% of the selected compounds displayed a high binding affinity to CYP2C19, which were characterized by their binding energy ranging from −8.0 to −12.0 kcal/mol. Based on these parameters, we selected the 70 best compounds with a high affinity to the enzyme for further analyses.

### 2.2. In Silico Binding of Plastic-Related Compounds to CYP2C19

To investigate the binding site of the enzyme more specifically, we performed molecular docking using AutoDock 4.2. We included only compounds (1) with their lowest binding energy (LBE) values smaller than −8.0 kcal/mol, (2) that are commonly used in the plastic industry, and (3) that were commercially available. These criteria skimmed the choice to six compounds (from now on referred to as compounds **1** to **6**, Figure 2). The selected compounds belonged to different classes: compounds **1** and **2** were plasticizers, compound **3** was a UV stabilizer, and compounds **4**–**6** were antioxidants.

The CYP2C19-binding candidates displayed LBE values between −8.14 and −10.38 kcal/mol and predicted inhibition constants (pKi) between 27.73 and 1087 nM. The molecular docking of these compounds was visualized in the LBE conformation. The interactions between the six candidate compounds and the enzyme are shown in Figure 2.

### 2.3. Cytotoxicity

To investigate the effects of the in silico identified compounds on cell viability, we used CYP2C19-overexpressing HepG2 cells (Figure 3). Different concentrations (ranging from 0.003 to 100 μM) were tested. The IC_50_ values of these concentrations are displayed in Figure 3. Compound **1** exhibited an IC_50_ value of 87.99 ± 7.77 μM for the CYP2C19-overexpressing cells. Compound **3** showed a lower IC_50_ value (67.47 ± 2.05 μM). Compounds **4**, **5**, and **6** showed rather comparable IC_50_ values (18.59 ± 0.94 μM, 18.11 ± 0.68 μM, and 20.16 ± 0.06 μM, respectively). Compound **2** did not exhibit any cytotoxic effect.

### 2.4. Transcriptomic Analysis and Deregulated Pathways upon Treatment with Compounds ***4***–***6***

We performed RNA sequencing to analyze the influence of compounds **4**–**6** on the transcriptome-wide gene expression in CYP2C19-overexpressing HepG2 cells.

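HepG2 is a human liver cancer cell line. Compounds 4–6 were given at their IC50 values of 18.59 µM, 18.11 µM and 20.16 µM, respectively, and the control cells received 0.2% DMSO. The cells were harvested after 24 h, and RNA from 8 samples in 4 groups was sequenced, with 2 replicates per group. The sample labels name the replicates of each group day 1 and day 2, whereas the paper gives 24 h for every group, so the day was taken as the replicate number. mRNA was isolated, and paired-end reads were obtained from directional libraries on an Illumina NextSeq system. The authors estimated transcript abundance with Salmon, summarized it to 60230 genes with tximeta, and deposited whole-number counts without normalization. Between 9791659 and 17814595 read pairs per sample were counted on genes, with a median of 11108659. The totals of replicates 1 and 2 were 9791659 and 11444500 for DMSO, 10772819 and 13042436 for compound 4, 12863644 and 17814595 for compound 5, and 10112250 and 10368600 for compound 6. The paper states a depth of 12.5 M read pairs per sample, and the values here use the counted totals. Replicate 1 of DMSO and replicate 1 of compound 4 were each merged from 2 sequencing runs, according to the labels. The counts were normalized with edgeR's TMM method, and 13400 genes that passed its filter at a minimum count of 10 were tested. Unless another test is named, the tests are edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a fit of all 8 samples, with an adjusted p under 0.05 as the threshold. Replicates of a group differed by more than counting noise, which gives a mean chi-square per gene of 1. The observed means were 10.06 for DMSO, 16.83 for compound 4, 22.75 for compound 5 and 9.64 for compound 6. The medians per gene were lower, at 1.88, 2.88, 4.38 and 1.63, so genes with large differences raised the means. Expression is given in CPM, which are counts scaled to a common library total after this normalization. Gene positions are on GRCh38 and come from GENCODE 29.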

Differentially expressed genes were determined in the cells treated with compounds **4**–**6** compared to the control cells treated with DMSO. 

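Relative to DMSO, 1275 genes passed the threshold under compound 4, of which 751 were higher and 524 lower. Compound 5 changed 1112 genes, 717 of them upwards and 395 downwards, and compound 6 changed 77 genes, 66 upwards and 11 downwards. At an unadjusted p under 0.05, the numbers were 3688, 3811 and 2490 genes. The numbers past the threshold moved most when all 23080 genes with at least 1 count were tested, to 2383, 2431 and 1355 genes. In simulated groups without any change, that test called between 16 and 35 genes per comparison. A fit of only the 4 samples of compound 6 and DMSO called 1023 genes, which included all 77 genes called in the fit of all 8 samples. Fits of the same form called 1553 genes for compound 4 and 847 for compound 5. The coefficient of variation between replicates was 0.096 in that smaller fit and 0.122 in the fit of all samples. Between compounds 4 and 6 directly, 0 genes passed the threshold (945 at an unadjusted p under 0.05), and 1 with the replicate number as a block. Compounds 4 and 5 differed in 42 genes (128 with the block), and compounds 6 and 5 in 138 genes (269 with the block).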

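All 3 compounds changed 51 genes in the same direction, 45 upwards and 6 downwards. Compounds 4 and 5 shared 525 genes past the threshold, compounds 4 and 6 shared 72, and compounds 5 and 6 shared 52, out of 1866 genes called for any compound. 4 genes were called for compound 6 alone: ENSG00000285953, FAM86B3P, PABPC1L and PCK2. SRCIN1 was the 1 gene called in opposite directions for compounds 4 and 5. These 4 genes and SRCIN1 were named after their values were seen. Across genes, the log2-fold changes correlated with r = 0.69 between compounds 4 and 5, 0.75 between compounds 4 and 6, and 0.65 between compounds 5 and 6. The 3 comparisons share the DMSO libraries, which alone gave a median r of 0.52, 0.50 and 0.51 in 20 simulated data sets without change, and genes are not independent replicates. The sign was the same under all 3 compounds for 63.1% of the genes, against a median of 50.5% in the simulations. At an unadjusted p under 0.05 in each comparison, 1218 genes changed in the same direction, against a median of 55 and a maximum of 72 in the simulations. The simulations gave at most 1 gene past the threshold in all 3 comparisons. Genes were drawn independently in the simulations, so their values leave out any variation that genes share.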

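Among genes past the threshold with both treated libraries beyond both DMSO libraries, GPRASP3 (chromosome X, 102720688 to 102753540) ranked high by fitted change. Its fitted log2-fold changes were 7.19 under compound 4 and 7.49 under compound 5. It had no count under DMSO and was at least 4.89-fold higher under compound 4 and at least 6.11-fold higher under compound 5. At these bounds, it rose less than DUSP5, whose log2-fold changes were 5.44 and 5.96, so its rank is uncertain. DUSP5 (chromosome 10, 110497838 to 110511544) rose from 0.466 ± 0.0663 CPM under DMSO to 20.3 ± 16.8 under compound 4 and 29.8 ± 21.2 under compound 5 (mean ± SD, n = 2). EMP1 was at least 20.2-fold higher under compound 4, at 6.20 ± 5.85 CPM, with a log2-fold change from 3.38 to 6.04 when 1 library was left out. ITGB1P1, a processed pseudogene whose reads the authors' counting could have shared with its parent gene, was at least 15.0-fold higher under compound 5. Under compound 6, the largest increases past the threshold were those of S100A3 (log2-fold change 3.20), CDCP1 (3.03) and SLC16A6 (2.37), and S100A3 overlaps S100A4 on the same strand. GPRASP3 (at least 3.48-fold), DUSP5 (log2-fold change 5.50) and EMP1 (at least 19.0-fold) were also higher under compound 6 but did not pass. Their adjusted p was 0.058, 0.079 and 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between compounds 4 and 6, these 3 genes differed by 0.50, −0.06 and 0.11 (adjusted p = 0.89, 0.99 and 0.99, same test with Benjamini-Hochberg adjustment). With the replicate block, the adjusted p of S100A3 and CDCP1 was 0.051 and 0.052 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.04 and 0.043 without it, and between 6.8e-07 and 0.051 and between 0.0001 and 0.052 over the alternatives). Among the largest decreases under compound 4 were those of ENSG00000254692 (at least 13.0-fold lower) and LIPG (at least 11.0-fold lower). ENSG00000254692 had 21 and 62 counts in the DMSO libraries. Its adjusted p was 0.034 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call was lost with DESeq2 (0.19, Wald test with Benjamini-Hochberg adjustment). Compound 5 lowered ENSG00000260342 at least 11.2-fold, LINC03040 by a log2-fold change of −3.28 and IDNK by −2.89. Under compound 6, ENSG00000260342 was at least 9.41-fold lower and ENSG00000285953 at least 8.60-fold lower. The 3 genes listed by identifier each overlap other tested genes on the same strand, among them TM9SF1, RPS15A and CYP51A1, so their counts are uncertain. Ranked by the smallest of the 3 changes, the leading genes raised by all 3 compounds were GDF15 (log2-fold changes 2.46, 2.89 and 1.99 under compounds 4, 5 and 6), CDCP1 (2.66 and 2.11 under compounds 4 and 5) and JAG1 (1.90, 2.43 and 1.82). Ranked in the same way, the leading genes lowered by all 3 included ACAT2 (−1.91, −1.54 and −1.19) and HMGCS1 (−2.17, −2.22 and −1.14). Under compound 6, GDF15, JAG1 and ACAT2 lay near the threshold, with adjusted p = 0.048, 0.049 and 0.049 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.058, 0.058 and 0.058 with the replicate block. Over the alternatives, these values ranged from 0.0053 to 0.058, from 0.0058 to 0.058 and from 1.7e-06 to 0.058 (edgeR or DESeq2 with Benjamini-Hochberg adjustment).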

Functional enrichment analysis with clusterProfiler [35] was executed using the gene ontology biological process annotation. Finally, with the GeneTonic software (version 2.4.0) [36], a visual summary of the influenced pathways, from here on referred to as ‘enriched pathways’, was created. These analyses revealed the interactions with the different cellular pathways represented in Figure 4. Interestingly, three pathways (‘cholesterol biosynthetic process’, ‘secondary alcohols biosynthetic process’, and ‘sterol biosynthetic process’) were found to be in common in all the enriched maps.

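A list of 20 cholesterol synthesis enzymes was tested, of which 17 are among the genes the paper's Figure 5A takes from these samples. Its median log2-fold change was −1.59 under compound 4, −1.54 under compound 5 and −0.91 under compound 6, where the SD between replicates was 0.16, 0.27 and 0.05. Against the other genes, the list was lower with an adjusted p of 7.4e-63, 9.3e-64 and 6e-38, respectively (camera with Benjamini-Hochberg adjustment, preset correlation 0.01). Estimating the correlation between genes from the data moved these values most, to 0.13 for each compound (camera, Benjamini-Hochberg), and over all alternatives they ranged from 2e-64 to 0.13. The rotation test fry gave adjusted p values of 0.011, 0.011 and 0.035 (Benjamini-Hochberg). Both libraries of each compound lay below both DMSO libraries, and 19 of the 20 genes were lower under compound 4, 20 under compound 5 and 19 under compound 6. The exception was PMVK, with log2-fold changes of 0.09 and 0.02 under compounds 4 and 6 and, with 1 library left out, values from −0.03 to 0.21 and from −0.10 to 0.14. Past the threshold were 19, 19 and 6 genes over all genes tested, and 19, 20 and 19 when adjusted over the list alone. Between compounds 4 and 6, the median difference was −0.68 (adjusted p = 9.4e-34, camera with Benjamini-Hochberg adjustment; 6.4e-34 to 0.39 over the alternatives). Compound 6 differed from compound 5 by 0.55 (adjusted p = 2e-17, camera with Benjamini-Hochberg adjustment; 1.6e-17 to 0.53 over the alternatives), and by 0.84 without replicate 2 of compound 5. Compounds 4 and 5 did not differ detectably, with a median of 0.02 (adjusted p = 0.95, camera with Benjamini-Hochberg adjustment) that was −0.19 without replicate 1 and 0.18 without replicate 2 of compound 5.

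**Figure D1:**
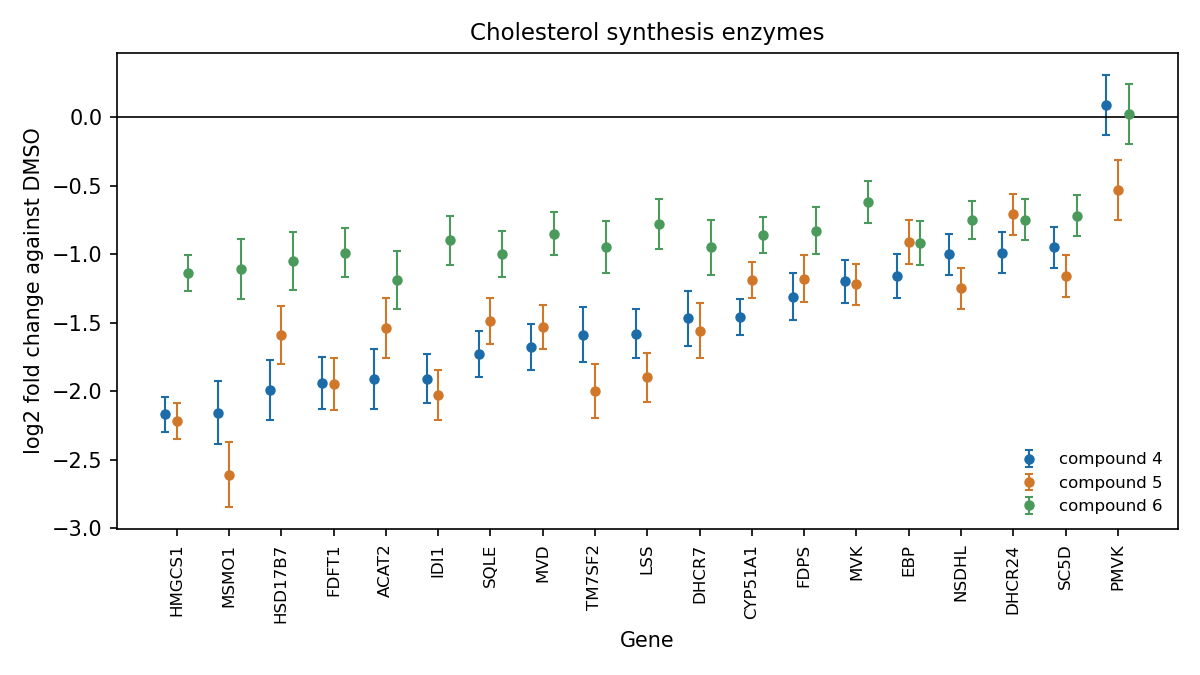
Log2-fold change against DMSO of 19 of the cholesterol synthesis enzymes under compounds 4, 5 and 6, ordered by the change under compound 4; points are fitted values and bars standard errors. All points lie below 0 except those of PMVK under compounds 4 and 6.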

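In all, 18 lists were tested against DMSO in 54 tests that were adjusted together, and 44 passed the threshold with camera at its preset correlation. With the correlation estimated from the data, 0 of the 54 passed (lowest adjusted p 0.13, Benjamini-Hochberg), while 19 of the 20 cholesterol synthesis enzymes alone had an unadjusted p under 0.05 under compound 4. With fry, 14 of camera's 44 calls held. These were the cholesterol synthesis enzymes and the NRF2 targets under all 3 compounds, other SREBP targets under compounds 4 and 5, AHR targets under compounds 4 and 6, vasculature development and PXR and CAR targets under compound 4, and LXR targets and the ERK response under compound 5. Between compounds, 10 of 18 tests passed with camera, and no call held with fry (lowest adjusted p 0.19, Benjamini-Hochberg) or with the estimated correlation (lowest 0.39). In the simulated data sets without change, 5.5% of 1080 camera tests had an unadjusted p under 0.05, and the largest absolute median of a list was 0.406. Genes were drawn independently there, so neither value shows how lists of genes that vary together behave at the preset correlation.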

The pathway enrichment analyses revealed numerous pathways that may help to better explain the detrimental effects of plastic-related compounds in CYP2C19-overexpressing HepG2 cells. This was observed for the pathways related to cell division, e.g., ‘DNA replication’ was suppressed by compounds **4** and **6** and ‘DNA-templated DNA replication’ by compound **4**. 

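For DNA replication, a list of 36 genes was tested, of which 32 and 28 are among the genes of Figure 6A for compounds 4 and 6. The median log2-fold change was −0.57 under compound 4 and −0.47 under compound 6 (adjusted p = 1.4e-16 and 2.6e-16, camera with Benjamini-Hochberg adjustment). Relative to the mean of the DMSO libraries, replicates 1 and 2 lay at −0.58 and −0.61 under compound 4 and at −0.48 and −0.45 under compound 6, while the DMSO libraries lay at −0.08 and 0.08. All 36 genes were lower under both compounds, with the largest decrease for GINS2 (−1.07 and −0.89) in each. 15 genes passed the threshold under compound 4 and 0 under compound 6, where 26 had an unadjusted p under 0.05. When adjusted over the list alone, 33 and 25 genes passed. With fry, the adjusted p was 0.059 and 0.095 (Benjamini-Hochberg), and over all alternatives it ranged from 1.6e-17 to 0.25 and from 2e-17 to 0.25. Under compound 5, the median was −0.36 (adjusted p = 3.5e-09, camera with Benjamini-Hochberg adjustment; 7.4e-10 to 0.3 over the alternatives), with 35 of 36 genes lower, CDT1 higher (0.16), and GINS1, GINS4 and POLA2 past the threshold. That value was −0.19 without compound 5 replicate 1 and −0.68 without compound 5 replicate 2. Compound 4 differed from compound 6 by a median of −0.13 and from compound 5 by −0.21 (adjusted p = 0.0036 and 0.003, camera with Benjamini-Hochberg adjustment; 0.0025 to 0.92 and 0.0022 to 0.92 over the alternatives). The second of these was −0.40 without compound 5 replicate 1 and 0.10 without compound 5 replicate 2. Compounds 6 and 5 differed by −0.07 (adjusted p = 0.58, camera with Benjamini-Hochberg adjustment), a value that was −0.30 without compound 5 replicate 1 and 0.21 without compound 5 replicate 2.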

Many mitosis-related pathways were also suppressed by compounds **4** and **6** but not by compound **5** (e.g., ‘mitotic sister chromatid segregation’, ‘sister chromatid segregation’, ‘regulation of mitotic sister chromatid separation’, and ‘chromosome organization’). 

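A chromosome segregation list of 34 mitotic genes had a median log2-fold change of −0.75 under compound 4 and −0.52 under compound 6 (adjusted p = 8.7e-22 and 4.9e-18, camera with Benjamini-Hochberg adjustment). Both libraries of each lay below both DMSO libraries, every gene was lower, and KIF20A fell most (−1.34 and −0.99). 24 genes passed the threshold under compound 4 and 0 under compound 6, where 28 had an unadjusted p under 0.05. When adjusted over the list alone, the numbers were 32 and 23. Under compound 5, the median was −0.37 (adjusted p = 9.4e-07, camera with Benjamini-Hochberg adjustment; 6.5e-09 to 0.4 over the alternatives). 32 of the 34 genes were lower, BUB3 and CENPA were higher, and 0 passed the threshold (11 at an unadjusted p under 0.05). Under compound 5, replicate 1 lay at −0.65, whereas replicate 2 lay at −0.11, within the DMSO libraries at −0.15 and 0.15. The median under compound 5 was −0.57 without DMSO replicate 1, −0.21 without DMSO replicate 2, −0.13 without compound 5 replicate 1 and −0.67 without compound 5 replicate 2. It was −0.31 without replicate 1 of every group and −0.52 without replicate 2 of every group. Both same-numbered pairs were thus lower, but the size of the decrease depended on the library. The direct comparison between compounds 4 and 5 gave a median of −0.38 (adjusted p = 3.5e-10, camera with Benjamini-Hochberg adjustment; 4e-13 to 0.92 over the alternatives), which was −0.61 without compound 5 replicate 1 and −0.11 without compound 5 replicate 2. For compounds 6 and 5, it gave −0.14 (adjusted p = 0.019, camera with Benjamini-Hochberg adjustment; 0.0094 to 0.93 over the alternatives), and this was −0.40 without compound 5 replicate 1 and 0.14 without compound 5 replicate 2. Compounds 4 and 6 differed by −0.21 (adjusted p = 2.9e-06, camera with Benjamini-Hochberg adjustment; 2.8e-08 to 0.92 over the alternatives).

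**Figure D2:**
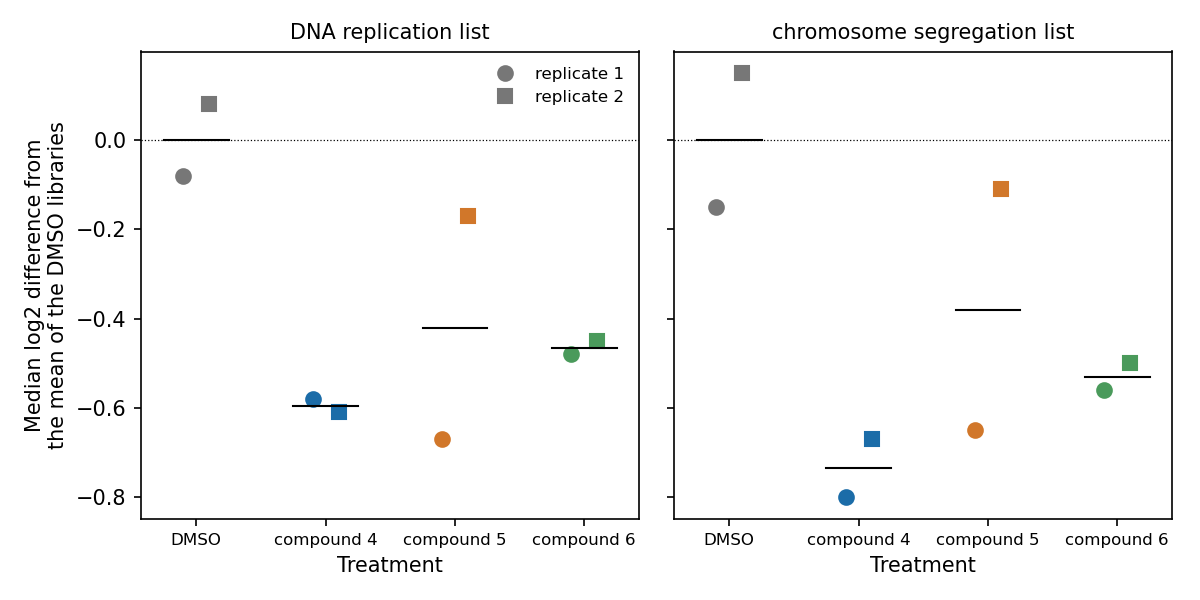
Median log2 difference of the DNA replication and chromosome segregation lists from the mean of the DMSO libraries, per library; circles are replicate 1, squares replicate 2 and lines group means. Both libraries of compounds 4 and 6 lie below both DMSO libraries in each list, and replicate 2 of compound 5 lies within the DMSO libraries for chromosome segregation.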

Compound **4** suppressed ‘metaphase/anaphase transition of mitotic cell cycle’, while compound **6** down-regulated ‘nuclear chromosome segregation’, ‘mitotic nuclear division’, and ‘chromosome segregation’. The exposure of cells to compounds **4** and **5** activated cell death mechanisms such as ‘autophagy’ and ‘process utilizing autophagic mechanism’. 

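For autophagy, 35 of 37 listed genes could be tested. Their median log2-fold change was 0.28 under compound 4 and 0.45 under compound 5 (adjusted p = 4.5e-05 and 4.2e-07, camera with Benjamini-Hochberg adjustment), with 29 genes higher in each. Replicates 1 and 2 lay at 0.20 and 0.36 under compound 4 and at 0.51 and 0.30 under compound 5, above the DMSO libraries at 0.04 and −0.04. The median under compound 5 was 0.29 without compound 5 replicate 1. SQSTM1 (chromosome 5, 179806398 to 179838078) rose most, by log2-fold changes of 1.98 and 1.91. 6 genes were past the threshold and higher under compound 4 (10 when adjusted over the list alone), while PIK3R4 was past it and lower (−0.52). Under compound 5, 14 were higher (16 over the list alone). Under compound 6, the median was 0.16 (adjusted p = 0.0006, camera with Benjamini-Hochberg adjustment), and only SQSTM1 passed the threshold (1.40; adjusted p = 0.048, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.056 with the replicate block, 0.0017 to 0.056 over the alternatives). That median was 0.25 without compound 6 replicate 1 and 0.07 without compound 6 replicate 2. With gene set enrichment on the log2-fold changes, the adjusted p under compound 6 was 0.07 (fgsea, Benjamini-Hochberg), and over all alternatives it ranged from 0.00067 to 0.34. Tested directly, the median difference was 0.11 between compounds 4 and 6 and −0.10 between compounds 6 and 5 (adjusted p = 0.022 and 0.0071, camera with Benjamini-Hochberg adjustment; 0.022 to 0.92 and 0.0069 to 0.92 over the alternatives). With 1 library left out, the first ranged from 0.04 without compound 6 replicate 1 to 0.19 without compound 6 replicate 2, and the second from −0.26 without compound 5 replicate 2 to −0.02 without compound 5 replicate 1. Compounds 4 and 5 differed by −0.05 (adjusted p = 0.3, camera with Benjamini-Hochberg adjustment), from −0.16 without compound 5 replicate 2 to 0.13 without compound 5 replicate 1.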

Interestingly, angiogenesis-related pathways were activated by compound **6**: ‘vasculature development’, ‘blood vessel morphogenesis’, and ‘blood vessel development’. 

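For vasculature development, 31 of 36 listed genes were tested, and the median log2-fold change under compound 6 was 0.32 (adjusted p = 0.00031, camera with Benjamini-Hochberg adjustment; 0.00031 to 0.25 over the alternatives). 23 genes were higher, and replicates 1 and 2 lay at 0.28 and 0.34, against 0.07 and −0.07 for the DMSO libraries. The median was 0.18 without DMSO replicate 2. 3 genes passed the threshold, among them JAG1 and ENG, 6 genes passed it upwards and 1 downwards when adjusted over the list alone, and CXCL8 had the largest value (1.83, standard error 0.90). The list was also higher in both libraries of compounds 4 and 5, with medians of 0.41 and 0.38 (adjusted p = 8.7e-06 and 0.00062, camera with Benjamini-Hochberg adjustment; 6.8e-06 to 0.18 and 0.0006 to 0.25 over the alternatives). With only genes that have at least 10 counts in every sample, these medians were 0.32 and 0.21. 11 genes passed the threshold under compound 4, and EPHA2, JAG1, TGFBR2, HIF1A and CXCL8 passed it under compound 5. Between compounds 4 and 6 the median difference was 0.17 (adjusted p = 0.0075, camera with Benjamini-Hochberg adjustment; 0.0062 to 0.68 over the alternatives), and 0.04 without compound 4 replicate 2. Compound 6 did not differ detectably from compound 5 (−0.05, adjusted p = 0.59, camera with Benjamini-Hochberg adjustment), with values from −0.15 without compound 6 replicate 2 to 0.07 without compound 6 replicate 1. Nor did compounds 4 and 5 (0.11, adjusted p = 0.23, camera with Benjamini-Hochberg adjustment), with values from 0.00 without compound 4 replicate 1 to 0.17 without compound 5 replicate 1. Of the list, 7 and 5 genes are also in Figure 7A for compounds 4 and 5, the hypoxia list shares 2 genes with it, and the inflammatory response, NRF2 and ERK lists share 1 each.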

Regarding the metabolic and biosynthetic processes in the cells, ‘response to nutrients levels’ was activated by compound **6**, while many other pathways were downregulated. This was found to be true with all three compounds for ‘cholesterol biosynthetic process’, ‘sterol biosynthetic process’, and ‘secondary alcohol biosynthetic process’. 

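A list of 27 genes of the amino acid and integrated stress response stood in for the nutrient term. Of these genes, 25 were tested and 3 are in Figure 7A, and the list shares 1 gene with the NRF2 targets. Nutrient levels and a shortage of amino acids were not measured, so the cause of a change in this list stays open. Under compound 6, the median log2-fold change was 0.82 (adjusted p = 4.5e-17, camera with Benjamini-Hochberg adjustment; 3.3e-17 to 0.25 over the alternatives), and 24 of 25 genes were higher. Replicate 1 lay at 0.48 and replicate 2 at 1.12, above the DMSO libraries at 0.07 and −0.07, and the median was 0.45 without compound 6 replicate 2. ASNS, SLC7A11, PCK2 and GDF15 passed the threshold, and 21 genes passed it when adjusted over the list alone. Both libraries of compounds 4 and 5 were higher as well, with medians of 0.73 and 0.68 (adjusted p = 3.9e-09 and 4.7e-15, camera with Benjamini-Hochberg adjustment; 3.7e-09 to 0.26 and 3.5e-15 to 0.25 over the alternatives). The first of these was 0.42 without compound 4 replicate 2. 10 and 15 genes passed the threshold under compounds 4 and 5, and 17 and 20 when adjusted over the list alone. Differences between the compounds in this list were not tested as a set. Gene by gene, 0 members differed past the threshold between compounds 4 and 6 (2 at an unadjusted p under 0.05), and 0 between compounds 6 and 5 (5).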

Compounds **4** and **5** suppressed ‘cholesterol metabolic process’ and ‘sterol metabolic process’. Furthermore, compound **5** suppressed the ‘steroid biosynthetic process’, ‘alcohol biosynthetic pathway’, ‘alcohol metabolic process’, and ‘organic hydroxy compound metabolic process’.

We highlighted certain pathways in common among the three compounds selected using signature heat maps generated by the GeneTonic software (version 2.4.0). Figure 5A shows the heat maps of the three compounds vs. DMSO on the most interesting pathway, ‘cholesterol biosynthetic process’. Next, we investigated whether some genes were commonly regulated by the three compounds. Figure 5B highlights these results. Almost all the genes were influenced by the three compounds (twenty-two genes in common), while only one gene was determined to be influenced by compounds **4** and **5**. 

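Figure 5A lists 25 genes for compound 4, 26 for compound 5 and 23 for compound 6, and each of them was lower than under DMSO for its compound. Over all genes tested, 25, 23 and 5 of them passed the threshold. The 4 genes past it under all 3 compounds included CYP51A1, EBP and HMGCS1, and 16 genes passed under compounds 4 and 5 only. Under compound 6, the number past the threshold was 21 with DESeq2, 23 in the fit of its 4 samples, and 17 with genes that have at least 10 counts in every sample. When adjusted over the list alone, 22 genes passed under all 3 compounds and 1 under compounds 4 and 5 only. The study chose this list on the same samples, so the counts adjusted over it are not independent evidence. The paper does not give the rule by which genes entered its figures, so its numbers may not count genes past this threshold.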

No genes were in common between compounds **4** and **6** and compounds **5** and **6**. 

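Of the Figure 5A genes, 1, APOA4, passed the threshold under compounds 4 and 6 without compound 5, and 0 passed under compounds 5 and 6 without compound 4. Under compound 5, the 3 listed genes that did not pass were APOA1, APOA4 and LBR, although all 26 listed genes had an unadjusted p under 0.05. At an unadjusted p under 0.05, 0 and 0 genes passed for these pairs, as they did when adjusted over the list alone.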

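Among the genes of Figure 5A, 4 passed the threshold for compound 4 alone, APOA1, APOB and LBR among them, and ERLIN1, ERLIN2 and MBTPS2 for compound 5 alone. For compound 6 alone, 0 genes passed, while 1 did at an unadjusted p under 0.05. When adjusted over the list alone, the numbers were 2, 3 and 1. The genes behind these counts were named after their values were seen.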

Finally, two genes for compound **4**, three genes for compound **5** and one gene for compound **6** were influenced by only one compound. Then, we created another heat map visualizing the log2-fold change in the genes affected by all three compounds (Figure 5C). 

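Over the 22 genes of Figure 5C, the median log2-fold change was −1.38 under compound 4, −1.39 under compound 5 and −0.91 under compound 6. The change was larger under compound 4 than under compound 6 for 21 of 22 genes, and larger under compound 5 than under compound 6 for 18. Tested directly, 0 of these genes differed past the threshold between compounds 4 and 6 (14 at an unadjusted p under 0.05) and 6 between compounds 6 and 5. MSMO1 (chromosome 4, 165327623 to 165343160) had the largest decrease under compound 5, from 133 ± 7.23 to 21.5 ± 6.44 CPM (mean ± SD, n = 2), with log2-fold changes of −2.16, −2.61 and −1.11 under compounds 4, 5 and 6. Under compound 6, its adjusted p was 0.056 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and between 5.7e-05 and 0.063 over the alternatives. LBR changed least under each compound (−0.56, −0.36 and −0.34).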

Many of the genes in common were highly influenced by all the selected compounds.

In Figure 6A, the heat maps of compounds **4** and **6** on the ‘DNA replication’ pathway are highlighted. The Venn diagram shows seventy-six genes in common between the two selected compounds (Figure 6B). 

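Figure 6A lists 117 genes for compound 4 and 85 for compound 6, and 115 and 83 of them were lower than under DMSO. The exceptions were INO80 and YY1 under compound 4 and LPIN1 and RBBP8 under compound 6, named after their values were seen. Over all genes tested, 40 of the genes listed for compound 4 passed the threshold (61 with the replicate block). Of those listed for compound 6, 0 passed, 55 had an unadjusted p under 0.05, and 31 passed in the fit of the 4 samples of compound 6 and DMSO. Under both compounds, 0 genes passed over all genes tested, 50 had an unadjusted p under 0.05, and 36 passed when adjusted over the list alone, which the study chose on these samples and which is not independent evidence. Adjusted in this way, 61 genes were shared in the fits of 4 samples.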

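Genes of Figure 6A that passed the threshold for compound 4 and not for compound 6 numbered 40, and 0 passed for compound 6 and not for compound 4 (5 at an unadjusted p under 0.05). When adjusted over the list alone, the numbers were 56 and 3. Of the 40 genes past the threshold for compound 4, 33 are among the 76 that the figure shows as shared. Most of the 40 are thus not the genes that the paper gives to compound 4 alone. Between the compounds, 0 of the 117 genes listed for compound 4 differed past the threshold, and 13 had an unadjusted p under 0.05.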

Forty-one genes were exclusively influenced by compound **4**, and nine were uniquely influenced by compound **6**. In the heat map shown in Figure 6C, compound **4** had a higher influence on genes mostly related to the ‘DNA replication’ pathway.

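Over the 76 genes of Figure 6C, the median log2-fold change was −0.55 under compound 4 and −0.42 under compound 6, and it was larger under compound 4 for 68 of them. 0 of the 76 genes differed past the threshold between the compounds, and 9 had an unadjusted p under 0.05. In both libraries of each compound, E2F7 and MCM10 lay below both DMSO libraries. E2F7 (chromosome 12, 77021247 to 77065580) had the largest decrease in each, from 14.6 ± 1.23 CPM under DMSO to 4.35 ± 0.348 under compound 4 and 7.62 ± 0.188 under compound 6 (mean ± SD, n = 2). Its log2-fold changes were −1.75 (standard error 0.24, adjusted p = 0.005) and −0.94 (standard error 0.23, adjusted p = 0.088; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MCM10 (chromosome 10, 13161554 to 13211104) changed by −0.84 and −0.76 (adjusted p = 0.029 and 0.10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).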

Finally, the two heat maps of compounds **4** and **5** related to the ‘regulation of cytokine production’ are shown in Figure 7A. There were 82 affected genes for compound **4** and 80 for compound **5**. 

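Of the 82 genes that Figure 7A lists for compound 4, 81 were higher than under DMSO, with PER1, named after its value was seen, as the exception, and all 80 listed for compound 5 were higher. The median log2-fold changes were 0.66 and 0.63. Over all genes tested, 43 and 42 genes passed the threshold, and 71 and 75 had an unadjusted p under 0.05. When adjusted over the list alone, 71 and 74 passed. This list was also chosen by the study on the same samples, so these counts are not independent evidence.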

As can be seen in Figure 6B, 54 of these genes were affected by both compounds. These compounds markedly influenced this metabolic pathway.

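Among the genes of Figure 7A, 19 passed the threshold under both compounds over all genes tested, 24 under compound 4 only and 23 under compound 5 only. The shared number was 32 with DESeq2, 29 with the replicate block, and 50 when adjusted over the list alone. Of the 54 genes the figure shows as shared, 0 differed past the threshold between compounds 4 and 5 (8 at an unadjusted p under 0.05).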

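Over the 54 genes of Figure 7C, the median log2-fold change was 0.69 under compound 4 and 0.65 under compound 5, and the medians were 0.69 and 0.65 with BATF at its lower bound. The change was larger under compound 4 for 30 of the 54 genes. BATF (chromosome 14, 75522425 to 75547015) had no more than 3 counts in either DMSO library and was at least 15.3-fold higher under compound 4 and at least 12.6-fold higher under compound 5. It lay at 4.69 ± 2.39 CPM under compound 4 and 3.86 ± 1.52 under compound 5 (mean ± SD, n = 2). With 1 library left out, its fitted log2-fold change ranged from 3.39 to 4.46 under compound 4 and from 3.27 to 4.1 under compound 5. HK1 (chromosome 10, 69269984 to 69401884) lay at 0.852 ± 0.969 CPM under DMSO, 5.24 ± 0.420 under compound 4 and 3.58 ± 2.16 under compound 5 (mean ± SD, n = 2). Its log2-fold changes were 2.69 and 2.11 (adjusted p = 0.04 and 0.092, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the second was at 0.047 with the replicate block (0.032 to 0.14 over the alternatives). Without DMSO replicate 1 and without DMSO replicate 2, the change was 4.88 and 1.76 under compound 4 and 4.31 and 1.20 under compound 5. Without replicate 1 of compound 5, it was 1.29. EGR1 (chromosome 5, 138465490 to 138469315) changed by 1.32 under compound 4 (adjusted p = 0.071) and 2.64 under compound 5 (adjusted p = 0.0075; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between compounds 4 and 5, HK1 and EGR1 differed by 0.58 and −1.32 (adjusted p = 0.63 and 0.14, same test with Benjamini-Hochberg adjustment).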

### 2.5. Predicted Metabolism of Compounds ***4***–***6***

As a final step, we considered whether the metabolization of these compounds by CYP2C19 might influence their binding to this enzyme. As the metabolites of these compounds had not yet been determined, we used the SmartCYP software (version 2.3) [37,38] to theoretically predict the possible metabolites in silico of compounds **4**–**6**. The sites of hydroxylation by CYP2C19 are highlighted in Supplementary Figure S1A. Interestingly, the binding affinities of the predicted metabolites were derived from compounds **4** and **5**, and they were even slightly increased compared to the main compound with only one exception. This can be seen by the comparison of the lowest binding energies (LBE) in Supplementary Figure S1B. For compound **4**, the values ranged from −8.94 kcal/mol (by hydroxylation of C.13) to −10.61 kcal/mol (by hydroxylation of all three selected carbons (C.1, C.13, and C.9)). The LBE value (modifications of C.25) for compound **5** was −9.62 kcal/mol, while the LBE values for the modifications at C.2 and C.10 were −10.96 kcal/mol. For the metabolites of compound **6**, the LBE was −10.48 kcal/mol (hydroxylation of C.11), while −11.00 kcal/mol was the lowest LBE (hydroxylation of C.10 and C.11).

### 2.6. Compounds ***4*** and ***6*** Induce Cell Cycle Arrest in G0/G1 Phase

The results of the flow cytometric cell cycle analysis are shown in Figure 8. The treatment with compounds **4** and **6** revealed an increase in the G0/G1 population at the IC_50_ concentration (74.11 ± 1.98% for compound **4** and 72.30 ± 1.68% for compound **6**, respectively) compared to the untreated cells (66.05 ± 1.66%). In addition, the analysis showed a decrease in the percentage of S-phase cells of the treated compounds (8.05 ± 1.92% for compound **4** and 6.76 ± 3.28 for compound **6**) in contrast to the control (12.83 ± 1.54%). No significant percentage change was detected in the sub-G0 and G2/M phases.

## 3. Discussion

Despite the fact that the release of plastic-related compounds from microplastic has been previously studied [39,40] and the increasing problem of plastic pollution for human health has been recognized [41], their interactions with CYPs have been largely neglected. These enzymes interact with and metabolize a plethora of different substances such as other environmental pollutants (i.e., pesticides or chemicals) [42] and thereby contribute to the maintenance of cellular equilibrium by means of detoxification [26].

Here, we focused on one of the most important CYPs, CYP2C19. As a first step, a library of plastic-related compounds was used. By molecular docking in silico and a growth inhibition assay in vitro, we selected three candidates. We selected compounds **4**–**6** for subsequent analyses, as they bound to this protein with good affinities and were cytotoxic at low IC_50_ values (<21 µM). Considering these results, we studied the possible consequences of their interactions with CYP2C19-overexpressing HepG2 cells at the gene level using RNA sequencing. Previous studies have shown that this approach is feasible, since the gene expression signatures were modulated upon exposure to environmental pollutants [43,44] as well as to hepatotoxic and carcinogenic xenobiotics (e.g., pyrrolizidine alkaloids and polyaromatic hydrocarbons) [42,45]. However, changes in gene expression profiles in CYP-overexpressing cells induced by interactions with plastic-related compounds remain elusive.

Therefore, we investigated transcriptomic alterations in CYP2C19-overexpressing cells treated with the three selected plastic-related compounds. These compounds had some commonly targeted pathways: the ‘cholesterol biosynthetic process’, the ‘secondary alcohol biosynthetic process’ and the ‘sterol biosynthetic process’. However, the pathway found to be the most strongly downregulated for all the three compounds was the ‘cholesterol biosynthesis process’. 

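Of the 18 gene lists tested against DMSO, the cholesterol synthesis enzymes had the lowest median log2-fold change under each compound. The next lowest was a list of 13 other genes controlled by the SREBP transcription factors, which regulate sterol synthesis, with medians of −1.22, −1.34 and −0.56 under compounds 4, 5 and 6 (adjusted p = 1.4e-24, 2.1e-22 and 1.2e-08, camera with Benjamini-Hochberg adjustment; up to 0.13, 0.13 and 0.25 over the alternatives, with the correlation between genes estimated from the data). Outside these lists, the lowest medians were those of chromosome segregation under compounds 4 and 6 and of the mitochondrially encoded genes under compound 5.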

By analyzing the cholesterol biosynthetic pathway in detail using heat maps of all three compounds and the Venn diagram, it was seen that all three compounds targeted both the same pathway as well as the same genes within it. These included genes that play a critical role in cellular cholesterol homeostasis [46] and whose dysregulation leads to diseases in various organs [47] (such as HMGCR (3-hydroxy-3-methyl-glutaryl-CoA reductase) and DHCR7 (7-dehydrocholesterol reductase)). 

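DHCR7 (ENSG00000172893, chromosome 11, 71428193 to 71452868) fell from 354 ± 30.4 CPM under DMSO to 128 ± 34.6 under compound 4, 119 ± 26.6 under compound 5 and 183 ± 23.3 under compound 6 (mean ± SD, n = 2), or log2-fold changes of −1.47 (standard error 0.20), −1.56 (0.20) and −0.95 (0.20). Its adjusted p was 0.005, 0.0047 and 0.058 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the last ranged from 5.4e-05 to 0.063 over the alternatives. Between compounds 4 and 6 and between compounds 6 and 5, DHCR7 differed by −0.52 and 0.61 (adjusted p = 0.61 and 0.15, same test with Benjamini-Hochberg adjustment). DHCR7 overlaps ENSG00000254682 on the opposite strand. From the heat maps and the Venn diagram, the paper concludes that all 3 compounds targeted the same pathway and the same genes within it.

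**Figure D3:**
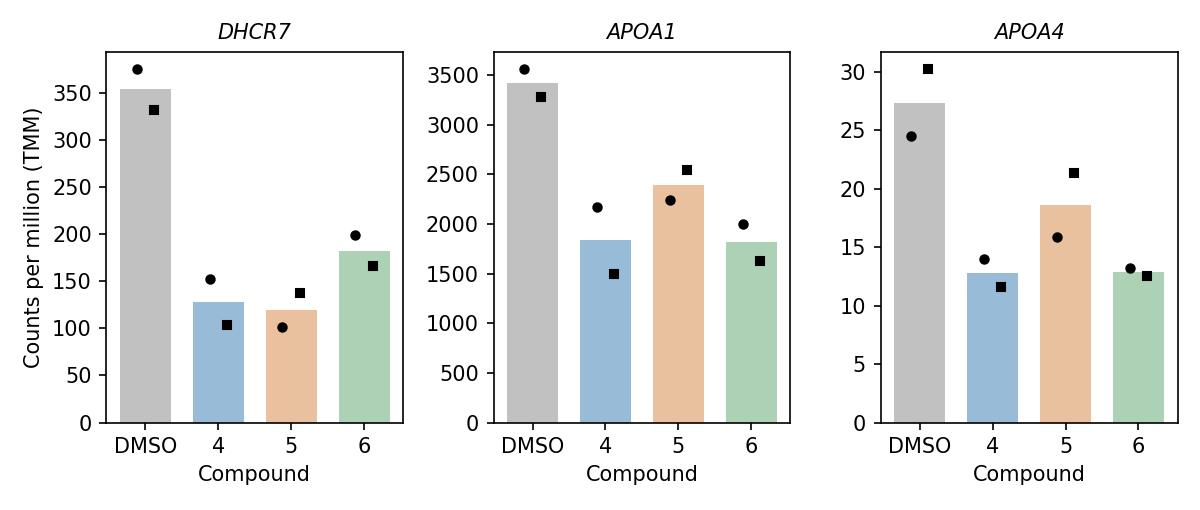
CPM, normalized with TMM, of DHCR7, APOA1 and APOA4 under DMSO and compounds 4, 5 and 6; bars are means, circles replicate 1 and squares replicate 2. In each panel, every treated library lies below both DMSO libraries.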

Other regulated genes, which were also found to show a reduced expression, regulate apolipoproteins, which have been shown to play a key role in cholesterol transport in the blood circulation [48] (APOA1 and APOA4, apolipoprotein A1 and A4).

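APOA1 (ENSG00000118137, chromosome 11, 116835751 to 116837950) fell from 3417 ± 196 CPM under DMSO to 1837 ± 473 under compound 4, 2391 ± 208 under compound 5 and 1814 ± 257 under compound 6 (mean ± SD, n = 2). The log2-fold changes were −0.90 (standard error 0.17), −0.52 (0.17) and −0.91 (0.17), with adjusted p = 0.015, 0.086 and 0.051 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives, the adjusted p ranged from 0.018 to 0.085 under compound 5 and from 3.6e-06 to 0.053 under compound 6 (edgeR or DESeq2 with Benjamini-Hochberg adjustment), and with the replicate block it was 0.044 under compound 6. APOA4 (ENSG00000110244, chromosome 11, 116820700 to 116823306) fell from 27.4 ± 4.06 to 12.8 ± 1.66, 18.6 ± 3.85 and 12.9 ± 0.522 CPM, with log2-fold changes of −1.10 (0.19), −0.55 (0.18) and −1.09 (0.19). Its adjusted p was 0.0097, 0.084 and 0.048 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under compound 5 it passed the threshold without the filter on low counts but not with the other alternatives (0.068 to 0.13), and under compound 6 it was 0.053 with the replicate block (0.0011 to 0.053 over the alternatives, edgeR or DESeq2 with Benjamini-Hochberg adjustment). Between compounds 4 and 5, APOA1 and APOA4 differed by −0.38 and −0.55 (adjusted p = 0.3 and 0.2), and between compounds 6 and 5 by −0.40 and −0.54 (adjusted p = 0.25 and 0.18; edgeR with Benjamini-Hochberg adjustment).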

Microplastics and plastic-related compounds can cross the gastrointestinal epithelial barrier [19] and enter the bloodstream [12]. Subsequently, these particles reach the liver through the portal vein where they interact with CYP2C19-expressing hepatocytes. Plastic-related compounds can accumulate in different organs and compartments, such as liver and adipose tissue [49,50,51]. Therefore, it is plausible that the everyday exposure [52,53] to such compounds and their subsequent accumulation may lead to high local concentrations in the body, especially in the long run, resulting in chronic toxicity [54,55,56].

Cholesterol, which is mainly produced in the liver [57], is a fundamental and ubiquitous molecule in humans. It is involved in numerous biological processes, and its imbalance leads to various diseases and ailments. It is well known that approximately 70% is synthesized in the body (endogenous cholesterol), while the remaining 30% is assimilated through the diet (exogenous cholesterol) [58]. Imbalanced diets or dysregulations in processes affecting the biosynthesis of cholesterol lead to fluctuating cholesterol levels. High cholesterol values in western society are associated with several health problems such as hypercholesterolemia or atherosclerosis [59,60,61]. On the other hand, low concentrations can lead to a different set of issues. Cholesterol is a precursor for the synthesis of substances vital to the body, including steroid hormones, vitamin D, and bile acids [62,63,64]. Due to their lipophilic properties, bile acids facilitate the absorption of lipids and lipid-soluble vitamins. Interestingly, the synthesis of bile acids decreases with age [54,55]. Therefore, the presence of plastic-related compounds could aggravate this lack of bile acid activity in elderly healthy individuals. In fact, these compounds not only hamper the synthesis of endogenous cholesterol but also create imbalances in the absorption of useful substances for the body such as lipids and vitamins. Cholesterol also plays a pivotal role in the integrity of the cell membrane [62,63,65]. A lack of cholesterol production leads to a loss of fluidity and permeability of cell membranes in the presence of plastic-related compounds [66]. This is reflected by a deficit in the regulation of the activity as well as the biophysical properties of numerous ion channels [67]. Moreover, a deficiency of cholesterol in the circulation results in an inadequate distribution of vitamins K and E to vital organs with severe consequences [68].

Furthermore, inflammation-related pathways were activated such as ‘inflammatory response’ for compound **6** or ‘cytokine production’ and ‘regulation of cytokine production’ for compounds **4** and **5**. 

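Of an inflammatory response list of 32 genes, 17 could be tested, and the rest had too few counts. Under compound 6, the median log2-fold change was 0.49 (adjusted p = 0.00037, camera with Benjamini-Hochberg adjustment; 0.00014 to 0.25 over the alternatives), and 13 genes were higher. Replicates 1 and 2 lay at 0.48 and 0.45, against 0.06 and −0.06 for the DMSO libraries, and with at least 10 counts in every sample the median was 0.41. CSF1 passed the threshold, and 8 genes passed it when adjusted over the list alone. IL11, with no more than 3 counts in either DMSO library, was at least 19.0-fold higher, and the median was 0.49 with IL11 at this bound. It did not pass the threshold (adjusted p = 0.19, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under compounds 4 and 5, the medians were 0.28 and 0.23 (adjusted p = 0.0034 and 0.0015, camera with Benjamini-Hochberg adjustment; 0.0015 to 0.26 and 0.00054 to 0.25 over the alternatives), and 0.28 and 0.23 with IL11 at its bound. The median under compound 4 was 0.44 without DMSO replicate 1 and 0.16 without compound 4 replicate 2, and that under compound 5 ranged from 0.12 without DMSO replicate 2 to 0.48 without compound 5 replicate 2. CCL20, RELB, ICAM1 and CSF1 passed the threshold upwards under compound 4. Under compound 5, CXCL8, CCL20, ICAM1, CSF1 and LIF passed it upwards and BIRC3 (−0.87) downwards. The list did not differ detectably between compounds 4 and 6 (0.00), 4 and 5 (0.11) or 6 and 5 (0.01), with adjusted p = 0.85, 0.85 and 0.74 (camera with Benjamini-Hochberg adjustment). With 1 library left out, the first ranged from −0.07 without compound 4 replicate 1 to 0.03 without compound 6 replicate 2, the second from −0.05 without compound 5 replicate 2 to 0.10 without compound 5 replicate 1, and the third from −0.10 without compound 5 replicate 2 to 0.14 without compound 5 replicate 1.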

Inflammatory processes caused by plastics, microplastics [69,70], and their related compounds [71] have been documented. Thus, this response may promote harmful effects on the liver [72] such as the onset of fibrosis and cirrhosis [56].

Our RNA-sequencing analyses additionally showed that compounds **4** and **6** both affected different pathways involved in mitosis (such as ‘mitotic sister chromatid segregation’ or ‘sister chromatid segregation’) and the ‘DNA replication’ pathway. Previously, it has been shown that plastic-related compounds [73,74,75] and environmental pollutants [76,77,78] provoked cytotoxicity and DNA damage, which corroborates our own observations on the cytotoxicity of the compounds. Cell cycle analysis further confirmed this statement. In fact, compounds **4** and **6** accumulated the cells in the G0/G1 phase of the cell cycle. This behavior was also described for other compounds related to plastics (such as bisphenol A) [79]. Other compounds (e.g., gypenoside LI) showed deregulated pathways; similarly, compounds **4** and **6** also arrested the cells in G0/G1 phase [80]. Under healthy physiological conditions, the liver displays efficient regenerative properties [81]. However, plastic-related compounds may reduce this capacity by disrupting mitosis and DNA replication, blocking hepatocytes in G0/G1 phase. Moreover, the suppression of mitosis may cause cell death [82,83]. Regarding compounds **4** and **5**, the activation of pathways involved in autophagy was identified (such as ‘autophagy’ and ‘process utilizing autophagic mechanism’). This is an interesting result as compound **4** has already shown a specific influence on this exact pathway in a previous study [84].

In conclusion, there is no doubt that we are frequently faced with the exposure to plastics, microplastics, and related-compounds [85]. Not only can the main xenobiotics display harmful effects but possibly so can their metabolites [86]. In this context, we determined the common pathways influenced by three selected plastic-related compounds. Interestingly, an augmented toxicity, triggered by simultaneous exposure to several plastic-related compounds, may be due to the discovery that many genes belonging to certain pathways (e.g., the cholesterol pathways) are commonly influenced by the compounds exemplarily selected in this investigation.

## 4. Materials and Methods

### 4.1. Chemicals

Compound 1: dicyclohexyl phthalate (CAS 84-61-7, >99%), compound **2**: diisobutyl phthalate (CAS 84-69-5, >98%), compound **3**: octrizole (CAS 3147-75-9, >98%), compound **4**: 2,2′-methylene bis(6-tert-butyl-4-methylphenol) (CAS 119-47-1, >99%), compound **6**: 2,2′-methylene bis(6-cyclohexyl-4-methylphenol) (CAS 4066-02-8, >97%). Compounds were acquired from TCI Deutschland GmbH (Eschborn, Germany). Compound 5, 1,1-bis(3,5-di-tert-butyl-2-hydroxyphenyl)ethane (CAS 35958-30-6, 96%), was purchased from abcr GmbH (Karlsruhe, Germany).

### 4.2. Cell Lines

CYP2C19-overexpressing HepG2 cells were originated as previously described [87]. Cells were grown in DMEM medium (DMEM, 31966021, Gibco™, Billings, MT, USA) at 37 °C and 5% CO_2_ in a humidified incubator. DMEM media were supplemented with 10% fetal bovine serum (FBS) and with 3 μg/mL blasticidin (ant-bl-05, InvivoGen, San Diego, CA, USA) to preserve the selection of transfected CYP2C19-overexpressing HepG2 cells.

### 4.3. PyRx Screening

More than 1000 compounds associated with plastic production were screened for their interactions with CYP2C19 with the virtual screening tool PyRx (https://pyrx.sourceforge.io) (accessed 16 April 2020). The three-dimensional ligand structures were downloaded from PubChem (NCBI, Bethesda, MD, USA) [88] as standard data files. The crystal structure of CYP2C19 was downloaded from the Protein Data Bank (http://www.rcsb.org/) [89] as a PDB file (PDB code: 4GQS) [90].

### 4.4. Molecular Docking

Molecular docking was run for the compounds with the lowest PyRx binding energies. The binding affinities of the top 70 compounds were read using AutoDock 4.2. The grid box was positioned around the drug binding sites of CYP2C19 with the center of the grid box at x = −99.076, y = −26.072, and z = −63.517 and with the number of grid points (npts) being 100 in x, 104 in y, and 100 in z. Molecular docking was performed with the Lamarckian genetic algorithm with 250 runs and 25 Mio evaluations. The Discovery Studio Visualizer software was used for visualizing protein–ligand interactions. Parts of this analysis were performed using the supercomputer Mogon II and the advisory services offered by Johannes Gutenberg University Mainz (hpc.uni-mainz.de), which is a member of the AHRP (Alliance for High-Performance Computing in Rhineland Palatinate, www.ahrp.info) and the Gauss Alliance e.V. (accessed 25 January 2021).

### 4.5. Resazurin Reduction Assay

Aliquots of 10^4^ CYP2C19-overexpressing HepG2 cells were seeded per well into 96-well plates. Cells were treated with different concentrations of the selected compounds with a range from 0.003 to 100 µM in a total volume of 200 µL for 72 h. Successively, 20 µL/well of resazurin 0.01% *w*/*v* (Sigma Aldrich, Taufkirchen, Germany) was added. The fluorescence intensity was measured with an Infinite M200 Pro-plate reader (Tecan, Crailsheim, Germany). Dose–response curves were engendered for three independent experiments for each compound, and 50% inhibition concentrations (IC_50_) were calculated. The analysis was represented using the Prism 6 GraphPad Software (version 9.5.1) (La Jolla, CA, USA).

### 4.6. RNA Extraction

A total of 24 h before treatment, 5 × 10^5^ CYP2C19-overexpressing HepG2 cells were seeded into 6-well-plates. Cells were treated with the compounds of interest, resulting in a final concentration of IC_50_ calculated beforehand. Control cells were treated with 0.2% DMSO. After 24 h of incubation, the cells were harvested. RNA extraction was performed with an InviTrap^®^ Spin Cell RNA Mini Kit (Invitek Molecular GmbH, Berlin, Germany) according to the manufacturer’s instructions. The cell pellet was lysed with 350 μL of Lysis Solution and treated with β-mercaptoethanol. After DNA removal, 350 μL of 70% ethanol was added, and the sample was applied onto the RNA-RTA spin filter. After several washing steps, RNA was eluted with 60 μL of Elution Buffer R, and the concentration and purity were measured with NanoDrop.

### 4.7. RNA Sequencing

RNA sequencing was performed by StarSEQ GmbH, Mainz, Germany. The quality of the extracted RNA was verified by the company with a 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, USA). After mRNA isolation and library preparation using a NEBNext^©^ Ultra™ II Directional RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA), RNA sequencing of around 25 Mio PE reads (2 × 12.5 M reads, 2 × 150 nt) was performed with an Illumina NextSeq 2000™ system. Each treatment and control group included two replicates.

### 4.8. Bioinformatics Analysis

The FastQC tool (0.12.0, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (accessed 15 February 2023) was used for quality control on the sequencing data. Transcript abundance estimates were computed with Salmon (version 1.5.0) [91] with a transcriptome index generated by GENCODE (version 38) and then summarized to the gene level with the tximeta R package (version 1.16.0) [92]. Exploration, modelling, and interpretation of the expression data followed the protocols defined by Ludt et al. (2022) [93]. Exploratory data analysis was performed with the pcaExplorer package (version 2.24.0) [94]. Differential expression analysis was executed with the DESeq2 package (version 1.38.3) [95], setting the false discovery rate (FDR) cutoff to 0.05. Accurate estimation of the effect sizes (described as log2-fold changes) was performed using the apeglm shrinkage estimator (version 1.20.0) [96]. Further analyses included gene ontology pathway enrichment by topGO (version 2.50.0) [97] using all expressed genes as a background dataset and the ideal package (version 1.22.0) [93] and by clusterProfiler (version 4.6.0) [35] with default settings and the log2-fold change as the input. Then, all pathways with an adjusted *p*-value < 0.05 were chosen [35] for further analyses and processed with the GeneTonic package for visualization and summarization (version 2.2.0) [36]. Gene expression profiles were designed as heatmaps (color-coded standardized Z scores for the expression values after variance-stabilizing transformation) to simplify the comparison across the samples.

### 4.9. Predicted Metabolites

We used SmartCYP [37,38] to predict the possible metabolism sites of the 3 compounds. Then, the ChemDraw software (19.0) was utilized to modify the initial molecules by inserting the hydroxyl group to each of the first 3 predicted ranking sites in different combinations. The binding affinities of the metabolite compounds were calculated using AutoDock 4.2. The grid was placed on the CYP2C19 drug binding sites with the grid center at x = −99.076, y = −26.072, and z = −63.517 and with the number of grid points (npts) being 100 in x, 104 in y, and 100 in z. Molecular docking was performed using the Lamarckian genetic algorithm with 250 runs and 25 million evaluations. The analysis was shown using the Prism 6 GraphPad software (version 9.5.1) (La Jolla, CA, USA).

### 4.10. Cell Cycle Analysis

CYP2C19-overexpressing HepG2 cells were treated with IC_50_ concentrations of compounds **4** and **6** for 24 h. Then, the cells were fixed using 80% cold ethanol and stored overnight at −20 °C. Successively, the cells were washed twice with PBS and resuspended in 1 mL of cold PBS containing 1mg/mL RNaseA (Sigma-Aldrich, Taufkirchen, Germany) and 50 μg/mL PI (Sigma-Aldrich, Taufkirchen, Germany). After 15 min of incubation, the measurements were performed using a BD LSRFortessa™ Cell Analyzer (Becton-Dickinson, Heidelberg, Germany). DMSO-treated cells were used as a negative control.

## 5. Conclusions

We analyzed the interactions of several plastic-related compounds with cytochrome 2C19. Summarizing the results of the three selected compounds (compounds **4**–**6**), a cytotoxic effect could be observed as well as a combined regulation of different gene pathways. Specifically, all three compounds caused significant under-expression in the pathway related to cholesterol biosynthesis. Furthermore, these compounds acted on several pathways related to cell replication (such as mitosis) and inflammation, causing damage to liver cells at different levels. Currently, research regarding the possible toxicity of plastic for humans, specifically concerning the compounds used to produce it, remains very limited. To fully understand their impact on human health, future in vivo research on plastic and related compounds as well as further investigations on related topics are essential. Furthermore, to mitigate the immense problem of plastic pollution, it would be useful not only to conduct scientific research but also to start effectively communicating its findings to the entire population. To this day, plastic pollution is often considered an environmental problem that exclusively concerns the oceans and marine animals; however, day by day, it is increasingly jeopardizing human health as well.

## Figures and Tables

**Figure 1:**
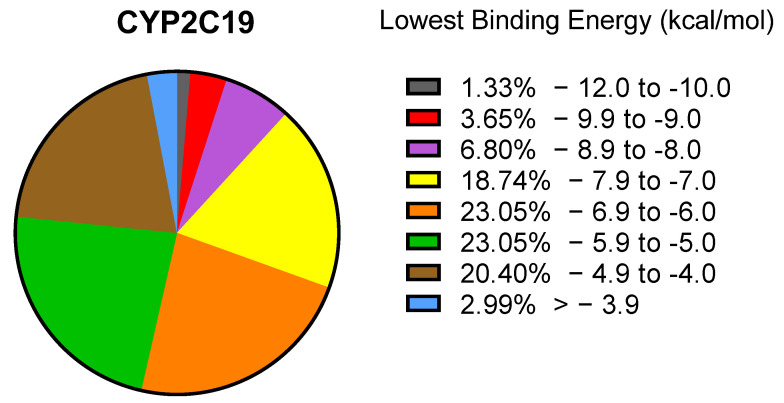
Virtual drug screening using PyRx. The pie chart illustrates the percentage of compounds within a specific range of lowest binding energies to CYP2C19.

**Figure 2:**
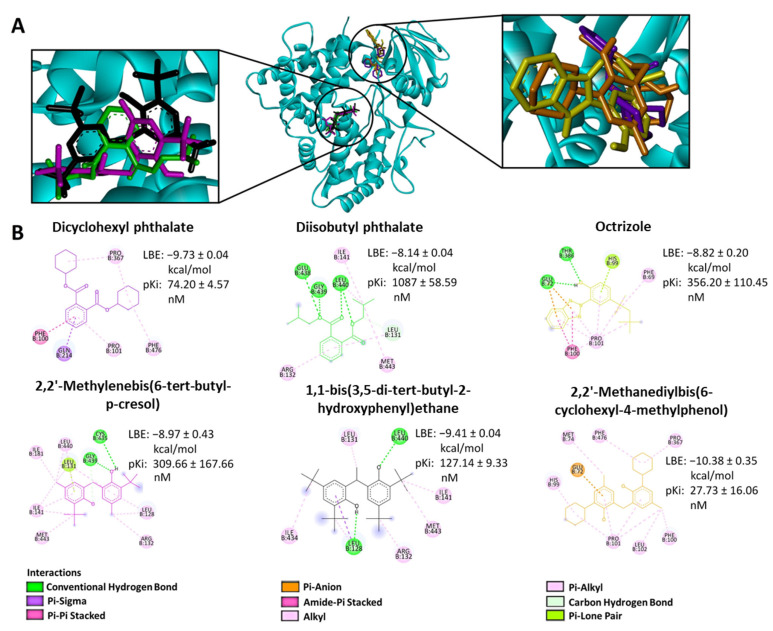
Representation of the binding mode between six selected compounds and CYP2C19. (**A**) Three-dimensional structure of CYP2C19 model (cyan) and the lowest-energy conformation of the selected compounds. (**B**) Two-dimensional representation of the different types of interactions formed between the predicted interactive amino acids of CYP2C19 and the respective selected compounds, as visualized by Discovery Studio Visualizer software (V 21.1.0.20298). The lowest binding energies (LBE) as well as the predicted inhibition constant (pKi) values for each compound with CYP2C19 are shown based on the molecular docking results obtained from AutoDockTools. Chemical structures are shown according to the color code in panel (**A**).

**Figure 3:**
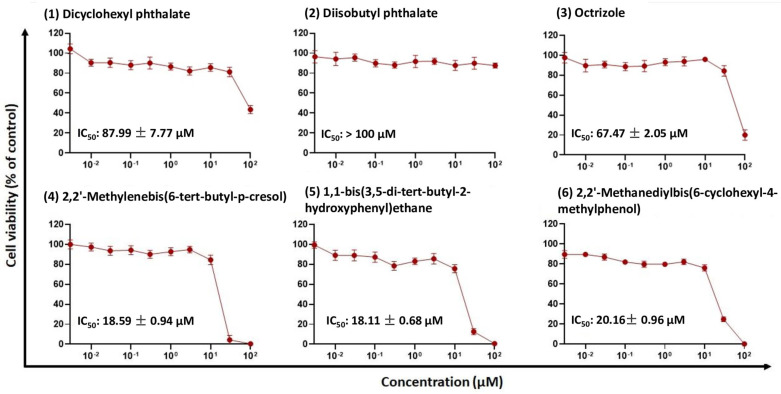
Resazurin assay of cytochrome P450 2C19-overexpressing HepG2 cells treated with different concentrations of the six selected compounds. All experiments were performed in three replicate measurements of mean ± SD.

**Figure 4:**
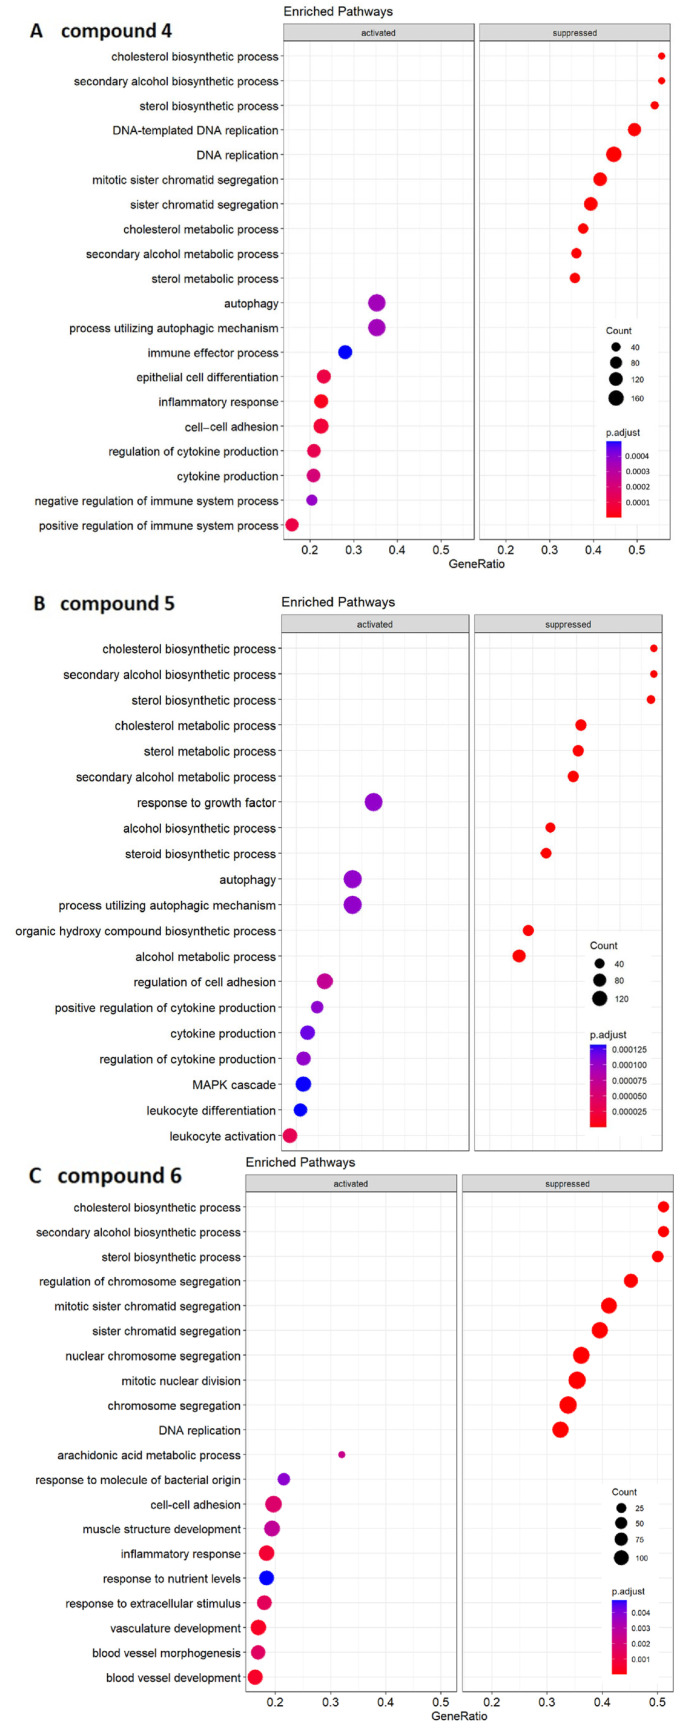
Gene set enrichment analysis showing the top 10 upregulated and the 10 downregulated pathways. (**A**) Enriched pathways referring to compound **4**. (**B**) Enriched pathways referring to compound **5**. (**C**) Enriched pathways referring to compound **6**. Pathways with a positive enrichment score were considered activated and those with a negative score as downregulated. The size of the dots corresponds to the number of genes in the reference gene set. The color of the dots corresponds to the adjusted *p*-value.

**Figure 5:**
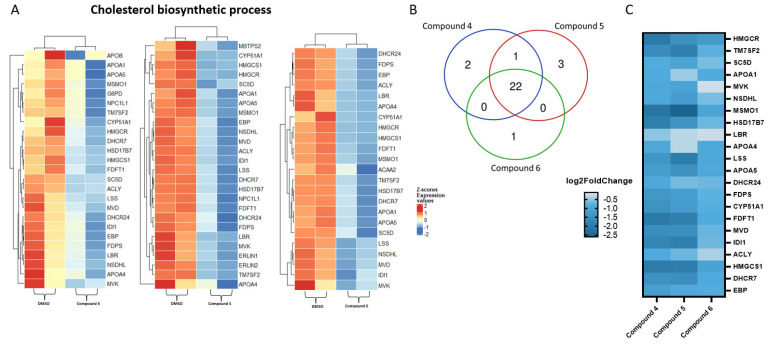
(**A**) Heat maps of differentially expressed genes upon exposure to compounds **4**–**6** related to the ‘cholesterol biosynthetic process’ pathway. The samples selected for comparison always refer to treatment with the compound of interest vs. DMSO. Color-coded standardized z-score expression values after variance-stabilizing transformation was used to simplify the comparison across samples. (**B**) Venn diagram of the genes in common amongst the three selected compounds. (**C**) Heat map showing log2-fold changes in significantly down-regulated genes in common among the three compounds.

**Figure 6:**
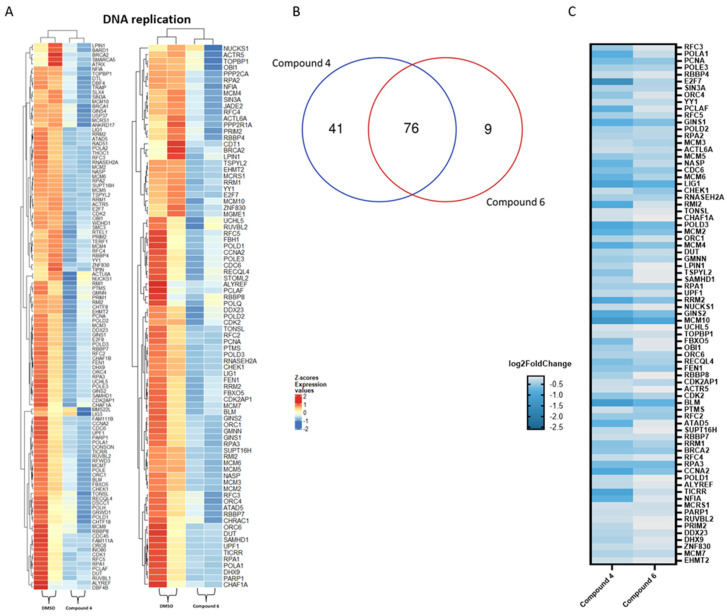
(**A**) Heat maps of differentially expressed genes related to the ‘DNA replication’ pathway upon exposure to compounds **4** and **6**. The samples selected for comparison always refer to the compound of interest vs. DMSO. Color-coded standardized z-scores for the expression values after variance-stabilizing transformation was used to simplify comparison across samples. (**B**) Venn diagram of the genes in common amongst the two selected compounds. (**C**) Heat map showing log2-fold changes in significantly down-regulated genes in common among the two compounds.

**Figure 7:**
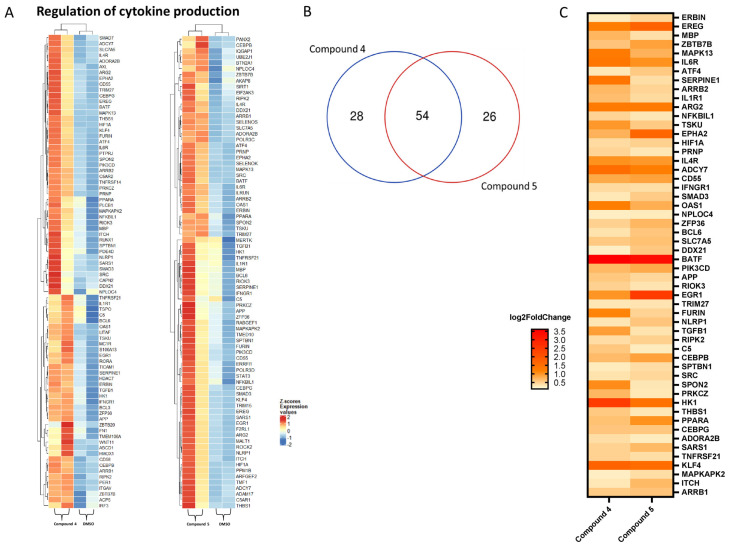
(**A**) Heat maps of differentially expressed genes related to ‘regulation of cytokine production’ pathway upon exposure to compounds **4** and **5**. The samples selected for comparison always refer to the compound of interest vs. DMSO. Color-coded standardized z-scores for the expression values after variance-stabilizing transformation was used to simplify comparison across samples. (**B**) Venn diagram of the genes in common amongst the two selected compounds. (**C**) Heat map showing log2-fold changes in significantly up-regulated genes in common among the two compounds.

**Figure 8:**
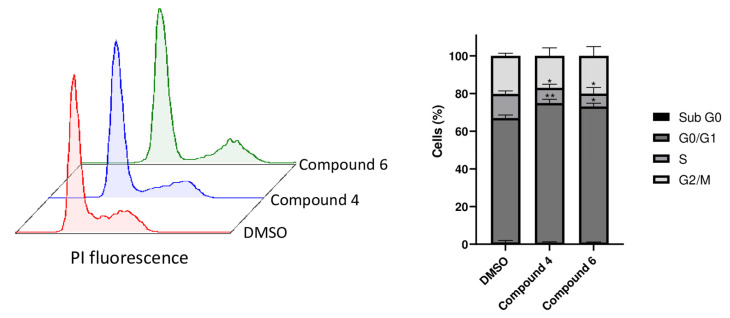
Flow cytometric cell cycle analysis of cytochrome CYP2C19-overexpressing HepG2 cells treated with IC_50_ concentrations of compounds **4** and **6**. The data are represented as mean and SD of three independent experiments. (* *p* < 0.05, ** *p* < 0.01, compared to DMSO-treated cells).

## Data Availability

All sequencing datasets generated for this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE237738.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/molecules28165952/s1, Figure S1: Predicted sites of metabolism and lowest binding energy (LBE) for the selected compounds. (A) Possible sites of hydroxylation by CYP2C19 for the three selected compounds with the top 5 ranking positions. (B) Lowest binding energies (LBE) of the metabolites of the various compounds in different combinations in comparison with the unmodified molecule.

# Supplementary material for: The Effect of Plastic-Related Compounds on Transcriptome-Wide Gene Expression on CYP2C19-Overexpressing HepG2 Cells
**Source:** Molecules. 2023 Aug 8;28(16):5952. doi: 10.3390/molecules28165952
**Supplement:** Supplementary file 1

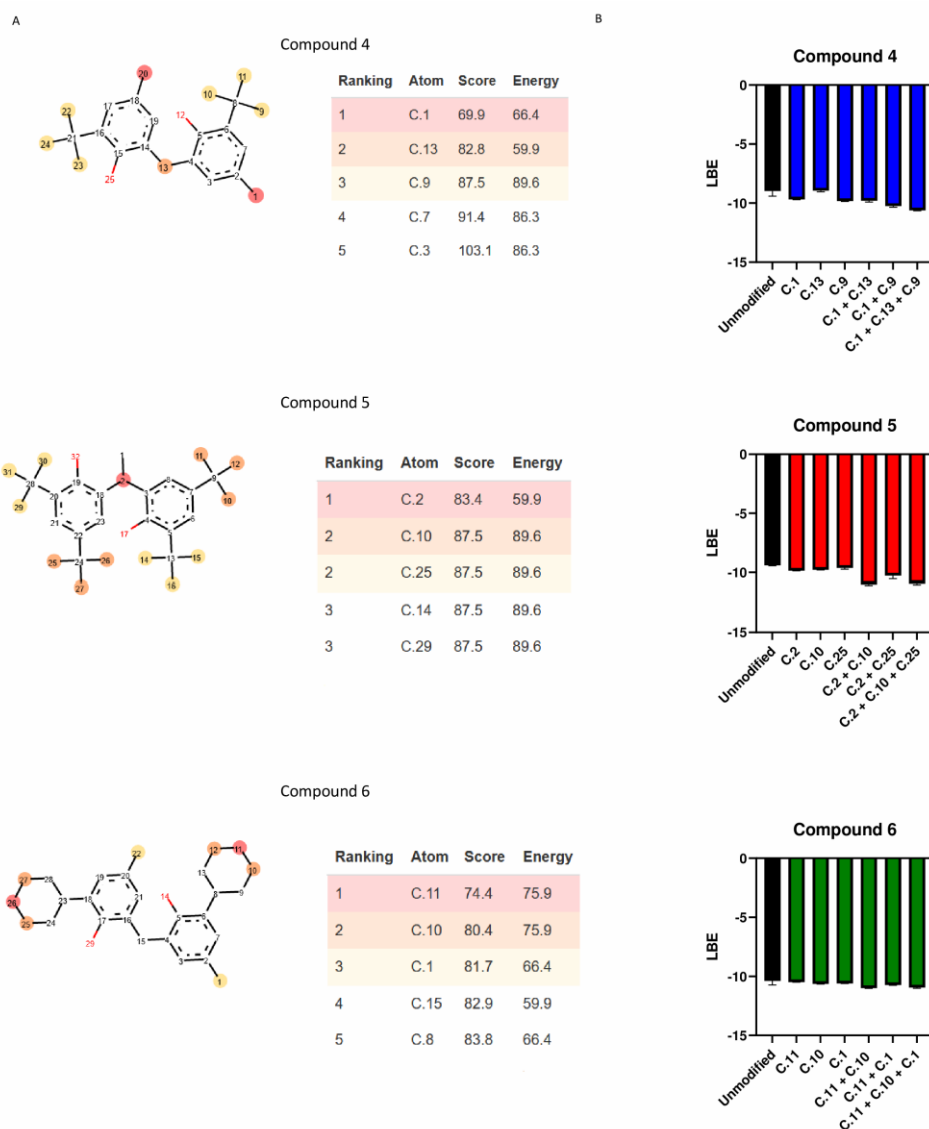

**Supplementary Figure S1.** Predicted sites of metabolism and lowest binding energy (LBE) for the selected compounds. (A) Possible sites of hydroxylation by CYP2C19 for the three selected compounds with the top 5 ranking positions. (B) Lowest binding energies (LBE) of the metabolites of the various compounds in different combinations in comparison with the unmodified molecule.

How the deposited data were processed for this re-analysis (not part of the article)

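RNA from CYP2C19-overexpressing HepG2 cells treated for 24 h with compound 4, 5 or 6, or with DMSO, was analysed, with 2 samples in each of 4 groups. The authors quantified the reads with Salmon, summarized the estimates to genes with tximeta, and deposited them as whole-number counts without normalization, for 60230 genes and 8 samples. The total count per sample was between 9791659 and 17814595, a ratio of 1.82, and 23080 genes had at least 1 count. Symbols were known for 60219 of the gene identifiers and positions on GRCh38, from GENCODE 29, for 57972. The offsets for transcript length that tximeta can supply, and the shrinkage of log2-fold changes that the authors applied, were not used here. Whether the counting used the strand of the reads is not named in the paper's text, so the counts of genes that overlap others are uncertain.

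Counts were analysed in R 4.3.3 with edgeR 4.0.16. Normalization factors were computed with TMM, genes were kept with filterByExpr at a minimum count of 10, and the remaining 13400 genes were tested with the quasi-likelihood test in 1 fit of all 8 samples without a block. The p-values were adjusted by the Benjamini-Hochberg method, and the threshold was an adjusted p of 0.05. Each compound was compared with DMSO, and the compounds were compared with each other (4 with 6, 4 with 5, and 6 with 5). In 2-against-2 comparisons no permutation can pass the threshold, so no permutation tests were run. On simulated data at the depth and spread of these samples, with 200 changed genes among 13208, 84.3% of the genes with a log2 change of 1 and 98.9% of those with a change of 2 were called, and 6.7% of the calls were unchanged genes. The changed genes were drawn only from genes with a higher mean count than the filter asks for. These rates therefore do not cover genes with few counts. In a comparison of simulated groups without change, 0 genes were called, and in 20 further data sets without change the median was 0.5 and the maximum 5 genes per comparison. In all simulations, genes were drawn independently of each other.

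The gene ontology terms the paper used were not available, so 18 gene lists were written by hand in their place. They cover cholesterol synthesis enzymes, other SREBP targets, LXR targets, DNA replication, chromosome segregation, autophagy, vasculature development, inflammatory response, the amino acid and integrated stress response, endoplasmic reticulum chaperones, NRF2 targets, AHR targets, PXR and CAR targets, p53 targets, hypoxia and glycolysis, the ERK response, secreted liver proteins, and mitochondrially encoded genes. The value of a list is the median log2-fold change of its tested genes, and its test is camera (limma 3.58.1) with a preset correlation of 0.01, adjusted over the 54 tests against DMSO and, separately, over the 18 tests of 6 lists between compounds. The value of a list in a single library is its median difference from the mean of the DMSO libraries in log2 CPM, with 0.5 CPM added. The genes that the paper shows in Figures 5A, 6A and 7A were read from the figures and counted past the threshold over all genes tested and adjusted over the list alone. The study picked these genes from the same samples.

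Genes named in the text were chosen by rule. They are the genes the paper's text names, and for each compound the 3 genes with the largest increase and the 3 with the largest decrease among those past the threshold with a mean of at least 1 CPM and both treated libraries beyond both DMSO libraries. The rule also takes the 3 genes at each end of the changes shared by all 3 compounds, the highest and lowest member of each list and its exceptions, and the genes at the ends of the colour scales in Figures 5C, 6C and 7C. Some of the genes that this rule takes are not reported here. Where a fold is against a group with at most 3 counts in each library, it is given as a lower bound against 3 counts. The bound uses the mean of the other group's libraries, so a single library can lie below it.

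The alternatives were the Wald test of DESeq2 1.42.0, the replicate number as a block, a fit of only the 4 samples compared, DESeq2's size factors in the edgeR fit, no filter on low counts, a minimum of 10 counts in every sample, and leaving out each library or each replicate number. For the lists, they were camera with an estimated correlation, the rotation test fry, and fgsea 1.28.0. The comparisons, tests, gene lists, rule for named genes and these alternatives were chosen before the data were examined, while a crossed pairing of the replicates and a thinning of every library to the smallest total were added afterwards, as was counting the paper's lists without a filter. The day in the sample labels is where the pairing of the replicates comes from. Across the 13400 tested genes, which are not independent replicates, the difference between replicates 2 and 1 had a correlation of between −0.16 and 0.30 over the 6 pairs of groups, and with the replicate block compound 6 had 68 genes past the threshold. Tables and figures were made in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Cytotoxicity, flow cytometry and docking data were not analysed here.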

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

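The tests of the scaling of the libraries and those of sterol excess were chosen only after the results were seen. The lists below are not pathways the paper discusses for the compound, although some share genes with its figures. Each is here because its median passed the threshold (camera, Benjamini-Hochberg) and both libraries of the compound lay beyond both DMSO libraries. GC content and transcript length together explained 0.27%, 0.87% and 0.86% of the variance of the log2-fold changes under compounds 4, 5 and 6, across genes that are not independent replicates. Differences between compounds were not tested for these lists. An error in the scaling of a library moves all its genes alike. As the whole cause it is therefore argued against by the differences between a list and the median over all genes given below, each beyond its replicate spread.

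The other SREBP targets had medians of −1.22, −1.34 and −0.56 under compounds 4, 5 and 6, and 12 of 13 genes were lower under each. A trend with GC content or transcript length as the whole cause is argued against by the median of −0.58 that remained under compound 6 with that trend removed, and the scaling by a median of −0.58 there less the median over all genes. Lower activity of the SREBP factors stays open without a test, since the median of −0.56 under compound 6, which it would explain, is the pattern itself. An excess of sterols would also raise LXR targets. Their median was −0.30 under compound 5 (adjusted p = 0.012, camera with Benjamini-Hochberg adjustment; 0.012 to 0.25 over the alternatives), with 7 of 8 genes lower, which argues against it for that compound. It was −0.08 under compound 4 (adjusted p = 0.49), a value that was −0.25 without replicate 1 and 0.06 without replicate 2 of compound 4, and 0.24 under compound 6 (adjusted p = 0.032, camera with Benjamini-Hochberg adjustment; 0.024 to 0.27 over the alternatives). For compounds 4 and 6, sterol excess and other causes cannot be told apart, since the members went both ways, with 5 and 3 of 8 genes lower. Under compound 6, the LXR median was 0.22 with the trend with GC content and length removed and 0.22 less the median over all genes.

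The amino acid and integrated stress response list had medians of 0.73, 0.68 and 0.82 under compounds 4, 5 and 6. The smallest of these was 0.70 with the trend removed and 0.68 less the median over all genes, which argue against the trend and the scaling as the whole cause. The median was 0.42 without compound 4 replicate 2, and 0.45 without compound 6 replicate 2. The ERK response list rose by 0.88 and 0.82 under compounds 4 and 6 (adjusted p = 1.4e-07 and 2.9e-11, camera with Benjamini-Hochberg adjustment; 1.3e-07 to 0.25 and 2.9e-11 to 0.25 over the alternatives), and by 1.40 under compound 5. Its median under compound 6 was 0.85 with the trend removed and 0.80 less the median over all genes. Of the stress response list and of the ERK list, 3 genes each are also in Figure 7A for each of compounds 4 and 5. A response of the cells to the compounds stays open for both lists, as do differences between the cultures that a comparison of 2 samples with 2 cannot exclude.

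The NRF2 targets rose by 0.88, 0.92 and 0.45 under compounds 4, 5 and 6 (adjusted p = 5.5e-12, 1.2e-13 and 2.1e-09, camera with Benjamini-Hochberg adjustment; 1e-12 to 0.13, 5e-14 to 0.13 and 8.9e-10 to 0.18 over the alternatives), with 14 of 15 genes higher under each. With the trend removed, the smallest median was 0.47, which argues against the trend as the whole cause, and 0.43 less the median over all genes. The AHR targets, of which 5 of 8 were tested and 1 is also an NRF2 target, rose by 1.02 under compound 4 (adjusted p = 4.1e-05, camera with Benjamini-Hochberg adjustment; 2.3e-05 to 0.13 over the alternatives). That median was 0.66 without DMSO replicate 2 and 0.49 without compound 4 replicate 1, 0.66 with only genes at 10 counts or more in every sample, 1.06 with the trend removed and 1.00 less the median over all genes. Only CYP1A1 of this list passed the threshold, with log2-fold changes of 3.60, 0.90 and 1.87 under compounds 4, 5 and 6. The PXR and CAR targets rose by 0.92, 0.44 and 0.45 (adjusted p = 0.0047, 0.032 and 0.05, the last just under the threshold before rounding; camera with Benjamini-Hochberg adjustment; 0.00075 to 0.25, 0.016 to 0.26 and 0.004 to 0.26 over the alternatives). With only genes at 10 counts or more in every sample, the median was 0.35 under compound 4 and 0.81 under compound 6. It was 0.27 without compound 5 replicate 1, and 0.30 without compound 6 replicate 1 and 0.91 without compound 6 replicate 2. Under compound 5, it was 0.43 with the trend removed and 0.43 less the median over all genes. Activation of these receptors and of NRF2 by the compounds stays open as an untested biological explanation, and reads shared between related CYP3A or UGT1A genes were not tested.

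Secreted liver proteins, a list of which 14 of 19 tested genes are not apolipoproteins and 2 are in Figure 5A for compound 4, fell by −0.38, −0.21 and −0.47 under compounds 4, 5 and 6 (adjusted p = 4.6e-08, 0.049 and 3.3e-09, camera with Benjamini-Hochberg adjustment; 2e-08 to 0.25, 0.031 to 0.6 and 5e-10 to 0.25 over the alternatives). With only genes at 10 counts or more in every sample, the call under compound 5 was lost (adjusted p = 0.057, camera with Benjamini-Hochberg adjustment). Under compound 5, the median was −0.17 with the trend removed and −0.21 less the median over all genes. The mitochondrially encoded genes fell by −0.58 under compound 5 (adjusted p = 1.2e-05, camera with Benjamini-Hochberg adjustment; 2.4e-13 to 0.29 over the alternatives), with 12 of 13 genes lower, and by −0.36 without DMSO replicate 1. Their median was −0.46 with the trend removed and −0.59 less the median over all genes. Endoplasmic reticulum chaperones changed by 0.13 under compound 5 and −0.22 under compound 6 (adjusted p = 0.0066 and 0.013, camera with Benjamini-Hochberg adjustment; 0.0075 to 0.25 and 0.012 to 0.26 over the alternatives). The value under compound 5 was 0.08 without DMSO replicate 1, 0.22 without DMSO replicate 2 and 0.20 without compound 5 replicate 1, 0.17 with the trend removed and 0.13 less the median over all genes. For these 3 lists the GC content and length tests argue against that trend as the whole cause. The share of mitochondrial RNA captured in each library, the state of the cultures and an effect of the compounds all stay open and may contribute.

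The CYP2C19 transcript lay at 22.0 ± 7.96 CPM under DMSO and at 45.4 ± 10.5 under compound 5 (mean ± SD, n = 2), a log2-fold change of 1.05 with both libraries above both DMSO libraries (adjusted p = 0.04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.0013 to 0.061 over the alternatives). Under compounds 4 and 6, it was 0.79 and 0.04 (adjusted p = 0.086 and 0.95; 0.029 to 0.091 and 0.92 to 0.99, Benjamini-Hochberg), and compound 6 was lower than compound 5 by 1.00 (adjusted p = 0.091). With 1 library left out, the change ranged from 0.45 to 1.2 under compound 4, from 0.71 to 1.45 under compound 5 and from −0.29 to 0.45 under compound 6. Less the median over all genes, the change under compound 5 was 1.04, beyond its standard error, which argues against the scaling as the whole cause. Reads of the introduced gene and of the cells' own gene were counted together, so the promoter of the introduced gene, the cells' own gene and a difference in the number of expressing cells stay open.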

How the results depend on the processing

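The tests with a crossed pairing, with thinned libraries and, for the paper's lists, without a filter were chosen only after the results were seen. No test that passed the threshold did so in the opposite direction under any alternative with a test. For each change below, the cause was not tested.

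The counts of genes changed most without the filter on low counts, where 23080 genes were tested. There, 2383, 2431 and 1355 genes passed for compounds 4, 5 and 6, 259 between compounds 4 and 6, 750 between compounds 4 and 5, 990 between compounds 6 and 5, and 812 in the same direction for all 3 compounds. In 5 simulated data sets without change, that setting called from 16 to 35 genes per comparison. DESeq2 called 518 genes for compound 6, 60, 194 and 370 between compounds 4 and 6, 4 and 5, and 6 and 5, and 314 for all 3. The fits of only the 4 samples compared called 1023 for compound 6, 10 and 49 between compounds 4 and 5 and 6 and 5, and 326 for all 3. With DESeq2's size factors, compound 6 had 47 genes and all 3 compounds shared 27. With at least 10 counts in every sample, fewer genes were tested (12091), and compound 6 had 198, compounds 4 and 6 differed in 5, compounds 4 and 5 in 65, and all 3 shared 124. With every library thinned to the smallest total, 137 genes passed for compound 6. All 77 genes called for compound 6 in the fit of all samples were also called with DESeq2, in the fit of 4 samples and without the filter, 73 with 10 counts in every sample, 76 with thinned libraries, 47 with size factors and 43 with the replicate block. The share of these calls that were higher was 85.7% in the fit of all samples, 66.8% with DESeq2, 55.7% in the fit of 4 samples and 61.3% without the filter.

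With the replicate block, 1 gene passed between compounds 4 and 6, 128 between compounds 4 and 5 and 269 between compounds 6 and 5. So did 61 genes of Figure 6A for compound 4, and 29 of Figure 7A for both compounds. It changed no other count of genes by more than 1.5 times and no call of a list test. Of the changes of named genes, 17 came to pass the threshold with the block and 10 no longer passed it. Crossing the pairs, replicate 1 with replicate 2, called 278 genes between compounds 4 and 5 in a fit of 4 samples, against 17 with the same-numbered pairs.

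For the lists of the paper's figures, the genes of Figure 5A past the threshold for compound 6 numbered 21 with DESeq2, 23 in the fit of 4 samples and 17 with 10 counts in every sample. Those of Figure 6A for compound 6 numbered 10 with DESeq2 and 31 in the fit of 4 samples, or 67 there when adjusted over the list alone, and for compound 4 61 in the fit of 4 samples. Without the filter, counted after the values were seen, the genes of Figures 5A and 6A for compound 6 numbered 22 and 35, those of Figure 6A for compound 4 76, and those of Figure 7A 67 and 66 for compounds 4 and 5.

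Among the list tests, 44 of 54 against DMSO and 10 of 18 between compounds passed with camera at the preset correlation, and 44 and 10 with size factors, 43 and 10 with 10 counts in every sample, and 36 and 6 with fgsea. With the correlation estimated from the data, none passed, and the adjusted p under compounds 4, 5 and 6 (camera, Benjamini-Hochberg) was 0.13, 0.13 and 0.13 for cholesterol synthesis, 0.25, 0.3 and 0.25 for DNA replication, 0.25, 0.4 and 0.25 for chromosome segregation, 0.28, 0.25 and 0.34 for autophagy, 0.18, 0.25 and 0.25 for vasculature development, 0.26, 0.25 and 0.25 for inflammatory response and 0.26, 0.25 and 0.25 for the amino acid and integrated stress response. Between compounds, it was 0.39 and 0.53 for cholesterol synthesis (compounds 4 and 6, compounds 6 and 5), 0.92 and 0.92 for DNA replication (compounds 4 and 6, compounds 4 and 5), 0.92, 0.92 and 0.93 for chromosome segregation (compounds 4 and 6, compounds 4 and 5, compounds 6 and 5), 0.92 and 0.92 for autophagy (compounds 4 and 6, compounds 6 and 5) and 0.67 for vasculature development (compounds 4 and 6). With fry, the tests that no longer passed under compounds 4, 5 and 6 had adjusted p values (Benjamini-Hochberg) of 0.059, 0.095 and 0.095 for DNA replication, 0.059, 0.18 and 0.098 for chromosome segregation, 0.06, 0.059 and 0.11 for autophagy, 0.057 under compound 5 and 0.059 under compound 6 for vasculature development, 0.059, 0.059 and 0.059 for inflammatory response and 0.088, 0.059 and 0.065 for the amino acid and integrated stress response. Between compounds, fry gave 0.19 and 0.19 for cholesterol synthesis (compounds 4 and 6, compounds 6 and 5), 0.84 and 0.8 for DNA replication (compounds 4 and 6, compounds 4 and 5), 0.8, 0.68 and 0.84 for chromosome segregation (compounds 4 and 6, compounds 4 and 5, compounds 6 and 5), 0.8 and 0.68 for autophagy (compounds 4 and 6, compounds 6 and 5) and 0.68 for vasculature development (compounds 4 and 6). With fgsea, the tests that no longer passed had 0.07 for autophagy under compound 6, 0.092 for DNA replication between compounds 4 and 6, 0.15 for autophagy between compounds 4 and 6, 0.15 for vasculature development between compounds 4 and 6 and 0.15 for autophagy between compounds 6 and 5 (Benjamini-Hochberg). Among the other 33 list tests, 23 no longer passed with the estimated correlation, 13 with fry, 7 with fgsea and 1 with 10 counts in every sample, and 1, the AHR targets under compound 5, passed only with fry. With 10 counts in every sample, the medians of vasculature development under compounds 4 and 5 were 0.32 and 0.21, and that of inflammatory response under compound 6 was 0.41 and these lists then held fewer genes.

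For the named genes, 33 changes came to pass the threshold with DESeq2 and 14 with 10 counts in every sample, while 4 no longer passed with DESeq2 and 6 with size factors. Genes without 10 counts in every sample gave no value in that setting.

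Leaving out 1 library, or 1 replicate number in every group, leaves an arm with 1 sample, so these are values without a test. For the cholesterol synthesis enzymes, the median ranged from −1.76 without compound 4 replicate 1 to −1.43 without compound 4 replicate 2 under compound 4, from −1.84 without replicate 2 to −1.29 without compound 5 replicate 1 under compound 5 and from −0.97 without replicate 1 to −0.83 without compound 6 replicate 2 under compound 6. It was from −0.86 without compound 4 replicate 1 to −0.56 without replicate 2 between compounds 4 and 6, from −0.40 without replicate 1 to 0.29 without replicate 2 between compounds 4 and 5 and from 0.35 without replicate 1 to 0.84 without compound 5 replicate 2 between compounds 6 and 5. The median of DNA replication ranged from −0.73 without replicate 1 to −0.48 without replicate 2 under compound 4, from −0.68 without compound 5 replicate 2 to −0.19 without compound 5 replicate 1 under compound 5 and from −0.57 without replicate 1 to −0.36 without DMSO replicate 2 under compound 6. It was from −0.19 without compound 4 replicate 1 to −0.09 without replicate 2 between compounds 4 and 6, from −0.42 without replicate 1 to 0.10 without compound 5 replicate 2 between compounds 4 and 5 and from −0.31 without replicate 1 to 0.23 without replicate 2 between compounds 6 and 5. For chromosome segregation, it ranged from −0.92 without DMSO replicate 1 to −0.61 without DMSO replicate 2 under compound 4, from −0.73 without DMSO replicate 1 to −0.38 without DMSO replicate 2 under compound 6 and from −0.26 without compound 4 replicate 2 to −0.15 without compound 4 replicate 1 between compounds 4 and 6. It was from −0.61 without compound 5 replicate 1 to −0.11 without compound 5 replicate 2 between compounds 4 and 5 and from −0.40 without compound 5 replicate 1 to 0.14 without compound 5 replicate 2 between compounds 6 and 5. That of autophagy lay from 0.29 without compound 5 replicate 1 to 0.50 without compound 5 replicate 2 under compound 5, from 0.05 without replicate 2 to 0.30 without replicate 1 under compound 6 and from 0.04 without compound 6 replicate 1 to 0.19 without compound 6 replicate 2 between compounds 4 and 6. It was from −0.17 without replicate 2 to 0.13 without compound 5 replicate 1 between compounds 4 and 5 and from −0.32 without replicate 2 to 0.05 without replicate 1 between compounds 6 and 5. Vasculature development ranged from 0.28 without DMSO replicate 2 to 0.51 without replicate 1 under compound 4 and from 0.15 without replicate 2 to 0.42 without DMSO replicate 1 under compound 6. It was from 0.04 without compound 4 replicate 2 to 0.18 without compound 4 replicate 1 between compounds 4 and 6 and from −0.21 without replicate 2 to 0.13 without replicate 1 between compounds 6 and 5. Inflammatory response had values from 0.11 without replicate 2 to 0.44 without DMSO replicate 1 under compound 4, from 0.12 without DMSO replicate 2 to 0.48 without compound 5 replicate 2 under compound 5 and from 0.34 without replicate 2 to 0.55 without DMSO replicate 1 under compound 6. It was from −0.05 without compound 5 replicate 2 to 0.21 without replicate 1 between compounds 4 and 5 and from −0.15 without replicate 2 to 0.28 without replicate 1 between compounds 6 and 5. In the amino acid and integrated stress response list, values ranged from 0.35 without replicate 2 to 0.99 without replicate 1 under compound 4, from 0.63 without replicate 1 to 0.87 without compound 5 replicate 2 under compound 5 and from 0.43 without replicate 2 to 1.24 without replicate 1 under compound 6. The genes of Figure 5C had medians from −1.63 without compound 4 replicate 1 to −1.24 without compound 4 replicate 2 under compound 4, from −1.62 without compound 5 replicate 2 to −1.27 without compound 5 replicate 1 under compound 5 and from −0.97 without compound 6 replicate 1 to −0.82 without compound 6 replicate 2 under compound 6. Those of Figure 6C had medians from −0.66 without DMSO replicate 1 to −0.46 without DMSO replicate 2 under compound 4 and from −0.52 without DMSO replicate 1 to −0.32 without DMSO replicate 2 under compound 6.

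At the depth of these libraries, only 17 of 32 genes of the inflammatory response list could be tested, which limits its median.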

Differences from the paper's values

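The tests in this part were set before the data were examined, except that counting the paper's lists without a filter and with thinned libraries was chosen only after the results were seen. The counts below are of genes that the paper lists in Figures 5A, 6A and 7A, past an adjusted p of 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). The paper calls these genes differentially expressed, but does not give the rule by which they entered its figures. Some of them, such as YY1 and INO80 under compound 4, were called in no setting here. The paper's numbers may therefore not count genes past this threshold, and the differences below may reflect unlike measures. The alternatives set before the data were examined are named with each count, with whether they came within 1.5 times of the paper's number, which can still leave genes missing.

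In the cholesterol biosynthetic process, 4 genes passed for all 3 compounds, against the paper's 22. The number came within 1.5 times, at 20 with DESeq2, 20 with the fits of only the 4 samples compared and 15 with at least 10 counts in every sample, and lay outside at 4 with the replicate block and 4 with DESeq2's size factors. Adjusted over the list alone, the number was 22 in each of these settings. For compounds 4 and 5 without compound 6, 16 genes passed, against the paper's 1. The number came within 1.5 times, at 1 with DESeq2 and 1 with the fits of only the 4 samples compared, and lay outside at 17 with the replicate block, 16 with DESeq2's size factors and 6 with at least 10 counts in every sample, and the number adjusted over the list alone was 1. For compounds 4 and 6 without compound 5, 1 gene passed, against none by the paper's text (about 0 in Fig. 5B, read by eye). None of these alternatives came within 1.5 times (1 with DESeq2, 1 with the replicate block, 2 with the fits of only the 4 samples compared, 1 with DESeq2's size factors and 2 with at least 10 counts in every sample), while adjusted over the list alone the number was 0. For compound 4 alone, 4 genes passed, against the paper's 2. The number came within 1.5 times, at 3 with DESeq2, 3 with the replicate block, 2 with the fits of only the 4 samples compared and 2 with at least 10 counts in every sample, and lay outside at 4 with DESeq2's size factors. It was 2 adjusted over the list alone. For compound 6 alone, 0 genes passed, against the paper's 1, while 1 had an unadjusted p under 0.05. The number came within 1.5 times, at 1 with the fits of only the 4 samples compared, not in the other alternatives, and the number adjusted over the list alone was 1.

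In DNA replication, 0 genes passed for both compounds 4 and 6, against the paper's 76, while 50 had an unadjusted p under 0.05. None of these alternatives came within 1.5 times (9 with DESeq2, 0 with the replicate block, 29 with the fits of only the 4 samples compared, 0 with DESeq2's size factors and 0 with at least 10 counts in every sample). Adjusted over the list alone, the number was 36, or 61 in the fits of only the 4 samples compared. For compound 6 alone, 0 genes passed, against the paper's 9, while 5 had an unadjusted p under 0.05. None of these alternatives came within 1.5 times (1 with DESeq2, 0 with the replicate block, 2 with the fits of only the 4 samples compared, 0 with DESeq2's size factors and 0 with at least 10 counts in every sample), and adjusted over the list alone the number was 3, or 6 in the fits of 4 samples.

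In the regulation of cytokine production, 43 genes passed for compound 4, against the paper's 82. The number came within 1.5 times, at 56 with the replicate block and 56 with the fits of only the 4 samples compared, and lay outside at 51 with DESeq2, 41 with DESeq2's size factors and 48 with at least 10 counts in every sample, while adjusted over the list alone the number was 71. For compound 5, 42 genes passed, against the paper's 80. None of these alternatives came within 1.5 times (53 with DESeq2, 52 with the replicate block, 39 with the fits of only the 4 samples compared, 41 with DESeq2's size factors and 45 with at least 10 counts in every sample), and adjusted over the list alone the number was 74. For both compounds, 19 genes passed, against the paper's 54. None of these alternatives came within 1.5 times (32 with DESeq2, 29 with the replicate block, 23 with the fits of only the 4 samples compared, 18 with DESeq2's size factors and 24 with at least 10 counts in every sample), and adjusted over the list alone the number was 50.

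Counted without the filter on low counts, which for these lists was chosen after seeing the values, the numbers came within 1.5 times in the cholesterol biosynthetic process, with 21 genes for all 3 compounds, 1 for compounds 4 and 5, 0 for compounds 4 and 6, 3 for compound 4 alone and 1 for compound 6 alone. In the regulation of cytokine production, they did so too, with 67, 66 and 45 genes for compound 4, compound 5 and both. In DNA replication, they did not, with 33 genes shared and 2 for compound 6 alone. With every library thinned to the smallest total, also chosen after seeing the values, 3 genes passed for compound 4 alone in the cholesterol biosynthetic process, within 1.5 times of the paper's number, and the other numbers stayed outside.

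The paper's Figure 4 shows only the leading pathways in each direction. A pathway it does not name for a compound may therefore have changed there without being shown. The paper states that mitosis-related pathways were not suppressed by compound 5. The hand-written chromosome segregation list was lower under compound 5, at −0.37 (adjusted p = 9.4e-07; 6.5e-09 to 0.4 over the alternatives), with 32 of 34 genes lower (camera with Benjamini-Hochberg adjustment). It did not pass with an estimated correlation (0.4) and fry (0.18). The median was −0.13 without compound 5 replicate 1 and −0.31 without replicate 1 of every group. DNA replication, which the paper names for compounds 4 and 6, was also lower under compound 5, at −0.36 (adjusted p = 3.5e-09; 7.4e-10 to 0.3 over the alternatives), with 35 of 36 genes lower (camera with Benjamini-Hochberg adjustment), but not past the threshold with an estimated correlation (0.3) and fry (0.095). The paper names autophagy for compounds 4 and 5. The autophagy list under compound 6 was 0.16 (adjusted p = 0.0006; 0.00067 to 0.34 over the alternatives), with 27 of 35 genes higher (camera with Benjamini-Hochberg adjustment), and it did not pass with an estimated correlation (0.34), fry (0.11) and fgsea (0.07).

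The paper names vasculature development, a response to nutrient levels and the inflammatory response for compound 6. It does not state that they were unchanged under compounds 4 and 5. The amino acid and integrated stress response list stands in for the nutrient term and does not measure nutrient levels. The hand-written vasculature list was also higher under compounds 4 and 5, at 0.41 (adjusted p = 8.7e-06; 6.8e-06 to 0.18 over the alternatives) and 0.38 (adjusted p = 0.00062; 0.0006 to 0.25 over the alternatives), with 24 and 23 of 31 genes higher (camera with Benjamini-Hochberg adjustment). The amino acid and integrated stress response list was higher there too, at 0.73 (adjusted p = 3.9e-09; 3.7e-09 to 0.26 over the alternatives) and 0.68 (adjusted p = 4.7e-15; 3.5e-15 to 0.25 over the alternatives), with 23 and 24 of 25 genes higher, and so was the inflammatory response list, at 0.28 (adjusted p = 0.0034; 0.0015 to 0.26 over the alternatives) and 0.23 (adjusted p = 0.0015; 0.00054 to 0.25 over the alternatives), with 14 and 12 of 17 genes higher (camera with Benjamini-Hochberg adjustment).

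The paper states that all 3 compounds targeted the same genes of the cholesterol pathway, and that the apolipoproteins had reduced expression, and its figures list further genes for a compound. Of the genes of those figures that the text names, these from Figure 5A did not pass over all genes (edgeR's quasi-likelihood test, Benjamini-Hochberg): APOA1 under compound 5 (log2-fold change −0.52, adjusted p = 0.086, called with DESeq2, the fit of 4 samples and no filter), LBR under compound 5 (log2-fold change −0.36, adjusted p = 0.054, called with the block and 10 counts in every sample), APOA4 under compound 5 (log2-fold change −0.55, adjusted p = 0.084, called with no filter), LBR under compound 6 (log2-fold change −0.34, adjusted p = 0.13, called with the fit of 4 samples), MSMO1 under compound 6 (log2-fold change −1.11, adjusted p = 0.056, called with DESeq2, the fit of 4 samples, no filter, 10 counts in every sample and thinned libraries), DHCR7 under compound 6 (log2-fold change −0.95, adjusted p = 0.058, called with DESeq2, the fit of 4 samples, no filter and 10 counts in every sample) and APOA1 under compound 6 (log2-fold change −0.91, adjusted p = 0.051, called with DESeq2, the block, the fit of 4 samples, no filter, 10 counts in every sample and thinned libraries). From Figure 6A, these did not pass: POLA2 under compound 4 (log2-fold change −0.57, adjusted p = 0.09, called with no filter), E2F7 under compound 6 (log2-fold change −0.94, adjusted p = 0.088, called with the fit of 4 samples and no filter), MCM10 under compound 6 (log2-fold change −0.76, adjusted p = 0.1, called with DESeq2, the fit of 4 samples and no filter), GINS2 under compound 6 (log2-fold change −0.89, adjusted p = 0.1, called with DESeq2, the fit of 4 samples and no filter) and GINS1 under compound 6 (log2-fold change −0.79, adjusted p = 0.077, called with DESeq2, the fit of 4 samples and no filter). From Figure 7A, these did not pass: EGR1 under compound 4 (log2-fold change 1.32, adjusted p = 0.071, called with DESeq2, the fit of 4 samples and no filter) and HK1 under compound 5 (log2-fold change 2.11, adjusted p = 0.092, called with DESeq2, the block and no filter). Adjusted over the list alone, each of these genes passed for its compound. Called neither so nor in any alternative were LPIN1 under compound 4 (log2-fold change −0.22, adjusted p = 0.42), YY1 under compound 4 (log2-fold change 0.06, adjusted p = 0.76), RBBP8 under compound 4 (log2-fold change −0.09, adjusted p = 0.8), INO80 under compound 4 (log2-fold change 0.02, adjusted p = 0.94), CDT1 under compound 6 (log2-fold change −0.21, adjusted p = 0.36), LPIN1 under compound 6 (log2-fold change 0.05, adjusted p = 0.91), YY1 under compound 6 (log2-fold change −0.22, adjusted p = 0.28) and RBBP8 under compound 6 (log2-fold change 0.07, adjusted p = 0.89) from Figure 6A and PER1 under compound 4 (log2-fold change −0.23, adjusted p = 0.52) from Figure 7A.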

Other observations

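The tests of the size of the effect, of the shared spread, of the scaling and of single libraries were chosen only after the results were seen.

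Compound 6 had 77 genes past the threshold, against 1275 and 1112 for compounds 4 and 5. The lower depth of its libraries is argued against, since with every library thinned to the smallest total 1098 genes passed for compound 5 and 137 for compound 6, an alternative added after seeing the data. A smaller effect of compound 6 than of compound 4 may contribute. In direct comparisons of 6 lists that the paper discusses, 5 passed the threshold (camera with Benjamini-Hochberg adjustment), and 5 of these changed less under compound 6, although none passed with a correlation estimated from the data. A smaller effect than that of compound 5 was not settled, since 3 lists passed and 2 of these changed less under compound 6. All 20 cholesterol synthesis enzymes changed less under compound 6 than under compound 4, and 18 of them less than under compound 5. The spread that compound 6 shares with the other groups in the fit of all 8 samples may contribute, since in fits of only 4 samples 1553, 847 and 1023 genes passed for compounds 4, 5 and 6. In such fits compound 6 thus had more genes than compound 5, and its coefficient of variation was 0.096 against 0.122 in the fit of all samples. These explanations do not exclude each other.

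The DNA replication and chromosome segregation lists were lower under compound 5, by −0.36 and −0.37. With the trend with GC content and length removed, the medians were −0.39 and −0.40, which argues against that trend as the whole cause. Less the median over all genes, they were −0.37 and −0.38, beyond the replicate spread, which argues against the scaling of the libraries as the whole cause. A single library could decide the size of the values, since without compound 5 replicate 1 they were −0.19 and −0.13. Without replicate 1 of every group they were −0.29 and −0.31, and without replicate 2 of every group −0.62 and −0.52. Each same-numbered pair was thus lower under compound 5. With 2 libraries that differ, the shares of an effect of compound 5 and of a difference between its libraries cannot be told apart.

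The p53 targets did not change detectably, with medians of 0.02, −0.25 and 0.06 under compounds 4, 5 and 6 (adjusted p = 0.39, 0.11 and 0.22, camera with Benjamini-Hochberg adjustment). With 1 library left out, the value ranged from −0.05 without DMSO replicate 2 to 0.12 without compound 4 replicate 1 under compound 4 and from −0.06 without compound 6 replicate 2 to 0.07 without DMSO replicate 1 under compound 6. PLK3 was higher (1.18, 1.56 and 1.37) and BTG2 lower (−0.86, −0.82 and −0.84) under each compound. The hypoxia and glycolysis list, which shares 1 gene with the autophagy list, had medians of −0.02, −0.06 and −0.11 (adjusted p = 0.22, 0.45 and 0.32, camera with Benjamini-Hochberg adjustment), with members that went both ways, and −0.04 and −0.14 under compounds 4 and 5 with only genes at 10 counts or more in every sample. With 1 library left out, they ranged from −0.22 without compound 4 replicate 1 to 0.11 without compound 4 replicate 2 under compound 4, from −0.18 without compound 5 replicate 1 to 0.05 without DMSO replicate 1 under compound 5, and from −0.28 without DMSO replicate 2 to −0.04 without DMSO replicate 1 under compound 6.

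The mitochondrially encoded genes changed by −0.34 under compound 4 and 0.03 under compound 6 (adjusted p = 0.0017 and 0.95, camera with Benjamini-Hochberg adjustment; 6.2e-07 to 0.43 and 0.79 to 0.99 over the alternatives). The first was −0.12 without DMSO replicate 1, −0.53 without DMSO replicate 2, −0.57 without compound 4 replicate 1 and −0.17 without compound 4 replicate 2, and replicate 1 of compound 4 lay within the DMSO libraries. The second was 0.26 without DMSO replicate 1, −0.18 without DMSO replicate 2, −0.19 without compound 6 replicate 1 and 0.19 without compound 6 replicate 2. Without the apolipoproteins, the 14 remaining secreted liver proteins had medians of −0.35, −0.18 and −0.41, and 12, 10 and 14 of them were lower under compounds 4, 5 and 6. The AHR targets had medians of 0.23 and 0.24 under compounds 5 and 6 (adjusted p = 0.13 and 0.032, camera with Benjamini-Hochberg adjustment; 0.045 to 0.26 and 0.019 to 0.25 over the alternatives). Those medians were 0.40 without compound 5 replicate 2 for the first, and 0.44 without DMSO replicate 1, 0.03 without DMSO replicate 2, 0.01 without compound 6 replicate 1 and 0.48 without compound 6 replicate 2 for the second, which was 0.14 with only genes at 10 counts or more in every sample. Endoplasmic reticulum chaperones had a median of −0.24 under compound 4 (adjusted p = 0.17, camera with Benjamini-Hochberg adjustment), which was −0.07 without DMSO replicate 2 and −0.09 without compound 4 replicate 2.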
